# Rapamycin Partially Reverts Cavernoma Endothelial Cell Phenotype and, When Combined With Lapatinib, Ameliorates Chronic Lesions

**DOI:** 10.1111/jcmm.71280

**Published:** 2026-07-09

**Authors:** Mar García‐Colomer, José E. Martínez, Luis Díaz‐Gómez, Miriam Sartages, Eva M. Esquinas‐Román, Cristina Riobello, David Martínez‐Delgado, Diego González‐Pérez, Aurora Gómez‐Durán, Miguel Fidalgo, Marta Varela‐Rey, Celia M. Pombo, Juan Zalvide

**Keywords:** cerebral cavernous malformations, Lapatinib, PDCD10, Propranolol, Rapamycin

## Abstract

This study investigates the impact of rapamycin and propranolol on cerebral cavernous malformations (CCMs). Employing an unbiased transcriptomic analysis, we aimed to comprehensively elucidate the molecular mechanisms underlying these drug effects. Mouse Brain Microvascular Endothelial Cells (mBMEC) deficient in *Ccm3* were treated with propranolol or rapamycin and were analysed by RNA‐seq and immunofluorescence. While propranolol shows limited efficacy in modulating the CCM transcriptomic phenotype in mBMEC, rapamycin demonstrates a significant impact. Rapamycin partially reverses gene expression changes induced by *Ccm3* deficiency, restoring KLF2/4‐dependent genes like *Nos3*, *Adamts1*, and *Thbs1*. Notably, we observed a reduction in KLF2 protein levels in *Ccm3* KO cells treated with rapamycin. We also sought to determine whether rapamycin, especially in combination with the tyrosine kinase inhibitor lapatinib, which induces proapoptotic gene expression in *Ccm3*‐deficient endothelium, can reduce lesion volume even after lesion growth has occurred. *Ccm3* ^iEC^ mice in which cavernoma development had been induced were treated with rapamycin alone or combined with lapatinib, assessing lesion volume using micro‐CT imaging. Notably, a combination of rapamycin and lapatinib effectively reduces lesion volume in a chronic CCM model. In summary, our work reveals a mechanism by which rapamycin modulates *Ccm3* KO endothelial cells and identifies rapamycin plus lapatinib as a possible combination therapy for cavernomas.

## 1 Introduction

Cerebral cavernous malformations (CCMs) are common cerebral vascular malformations [1, 2] predominantly occurring in the central nervous system and associated with recurrent haemorrhages and seizures [3, 4]. Most CCMs are sporadic, involving somatic mutations, but they can also have an inherited genetic basis caused by inactivating mutations in one of the three CCM genes: *KRIT1/CCM1*, *OSM/CCM2* and *PDCD10/CCM3* [2]. Patients with this familial cavernomatosis (fCCM) have multiple CCMs, which are associated with greater lesion burden and clinical severity. The products of the three CCM genes form a ternary complex that regulates endothelial differentiation, permeability, *Vegfr2* and *Egfr* expression, exocytosis, HEG1 receptor activity, β‐catenin and VE‐cadherin distribution, RHO/ROCK signalling and stress fibre formation, ERK5 phosphorylation and downstream KLF2/KLF4 activity, and inhibition of endothelial‐to‐mesenchymal transition [4]. Among these processes, dysregulation of KLF2 and KLF4 in CCM mutant cells is essential for cavernoma development [5].

The current treatment for CCMs relies on surgical intervention for accessible lesions in the brain and spinal cord. However, for deep‐seated CCM lesions and for fCCMs, when many lesions may appear, novel pharmacological interventions are clearly needed, and their development is a long‐standing goal of translational CCM research. Several possible drug treatments have been proposed, among them statins, known to inhibit Rho activity, which is deregulated in CCM‐deficient cells, especially in *Ccm1*‐ and *Ccm2*‐deficient endothelium [6, 7]; sulindac, which inhibits transcriptional β‐catenin activity [8]; the multikinase inhibitor sorafenib, which inhibits excessive angiogenesis [9]; the free radical scavenger tempol [10]; intestinal microbiome modification to alter Toll‐mediated signalling [11]; vitamin D and indirubin‐3‐monoxime, identified in a systematic pharmacological screen [12]; lapatinib, because of the increase of EGFR in *Ccm3*‐deficient endothelial cells [13]; or rapamycin, based on the stimulated mTORC1 activity in CCM lesions and autophagy defects in CCM‐deficient cells [14, 15, 16, 17]. All these treatments diminish one or several of the effects of CCM deficiency in vitro, and some of them diminish the number of lesions that arise in animal models of cavernoma development when given before their appearance or growth. Despite promising preclinical results, no clinically significant effect has been found in the two trials performed so far, a pilot study evaluating the effects of simvastatin on lesion permeability [18] and a blind study on the effects of atorvastatin on lesion bleeding [19]. Also, the phase 2 trial using the drug REC‐994 (NCT05085561) has recently been discontinued because of a lack of clinical benefits.

Interestingly, the largest number of clinical trials proposed for CCMs involve the non‐selective β‐blocker propranolol (trials NCT03589014, NCT03474614 and NCT03523650), which has been selected due to its known effect on infantile haemangiomas [20]. Another treatment that has been proposed recently is rapamycin. This was initially based on the enhanced mTORC1 activity in CCM‐deficient cells [17] and the seminal observation that *Pik3ca* gain‐of‐function (GOF) mutations fueled the growth of cavernoma lesions, reinforced by the fact that CCM‐deficient endothelial cells without *PIK3CA* mutations also had increased phosphorylation of the mTORC1 target S6 [14].

Propranolol treatment has been shown to reduce lesion burden in chronic murine models of cavernoma development and restore barrier function when initiated before or during lesion growth [21]. Furthermore, while meta‐analyses of clinical studies have not demonstrated a statistically significant protective effect of β‐blockers (including propranolol) in preventing intracerebral haemorrhage or focal neurologic deficits in individuals with CCM, a phase II clinical trial suggested a potential benefit in preventing cavernoma development, although the study was not powered to achieve statistical significance [22]. Despite these indications of activity, the clinical efficacy of propranolol remains unclear. Clarifying this uncertainty requires further work to define the cellular and molecular mechanisms of propranolol in CCM, including the specific cell type in which it exerts its effects. Several studies have described the effects of propranolol on CCM‐deficient endothelial cells, but at a concentration of 100 μM [23], which is significantly higher than the estimated in vivo concentration after propranolol treatment, even in the brain (not exceeding approximately 10 μM). Moreover, treatment of mice with 15 mg/kg.day of propranolol did not affect lesion size or haemorrhage in already established cavernomas, at least under the treatment regimen used [24].

As stated above, the combination of the detection of *Pik3ca* GOF mutations in large cavernomas and enhanced mTORC1 activity in CCM‐deficient cells makes mTORC1‐inhibiting drugs such as rapamycin good candidates for pharmacological treatment of cavernomas. Enhanced activity of mTORC1 has been shown in *CCM*‐deficient endothelial cells [14, 17] and in progenitor endothelial cells in in vivo lesions [25]. Its inhibition with rapamycin reverts some of the effects of CCM loss in the latter but without affecting the mRNA overexpression of *Klf2* or *Klf4*, making the immediate targets of the drug unclear [14].

In agreement with in vitro effects, treatment with rapamycin in vivo inhibits cavernoma development in several preclinical models [14, 25]. However, the effects of rapamycin are not clear when a chronic model of CCM development and lower doses of the drug are used [26].

In this study, we investigated the effects of propranolol and rapamycin on *Ccm3* KO mBMEC and evaluated rapamycin‐based combinations in acute and chronic in vivo models of cavernomas. While neither treatment reversed known effects of CCM deficiency on protein membrane distribution, our unbiased transcriptomic analysis of drug effects revealed that rapamycin partially reverses the expression of genes dysregulated by *Ccm3* loss. In contrast, propranolol failed to demonstrate any significant effect in reversing the *Ccm3*‐deficient phenotype, even under unbiased RNA‐seq analysis. This observation suggests that if propranolol exhibits therapeutic effects in CCMs, it is unlikely to be through directly reversing the CCM phenotype in endothelial cells. We also present novel evidence that rapamycin, in combination with the tyrosine kinase inhibitor lapatinib, significantly reduces lesion volume in a chronic model of cavernomas. This finding underscores the potential of drug combinations as a promising therapeutic strategy for cavernomas, warranting further investigation.

## 2 Materials and Methods

### 2.1 Mouse Experiments

All experiments involving animals were performed following the ARRIVE guidelines [27]. The number of mice per experimental group is specified in the figure legends.

All mice used in this study, both for the isolation of brain endothelial cells and for in vivo treatments, were maintained in a C57BL/6J background from those developed by the Elisabetta Dejana laboratory, crossing *Pdcd10* ^fl/fl^ mice [8] with *cdh5* *(PAC)‐CreERT2* mice [28], as described in [8].

Male and female mice were used in the experiments, as no sex differences have been reported in the development of cavernomas.

For acute cavernoma induction (acute model), pups were injected at postnatal day 1 (P1) intragastrically with 50 μg tamoxifen (Merck Life Sciences #T5648) to obtain *Ccm3* ^iEC/iEC^ mice and induce CCM lesions. To induce the chronic cavernoma lesions (chronic model), pups were injected at P2 intragastrically with 2.5 μg tamoxifen to obtain *Ccm3* ^iEC/iEC^ mice.

Treatment for each individual animal within a litter was randomly assigned at birth, independently of sex. The sample size was based on previously published reports on cavernoma treatments using the same animal model.

Rapamycin (MedChemExpress #HY‐102129) was dissolved in DMSO and injected intraperitoneally at a dose of 1.5 mg/Kg. Lapatinib (MedChemExpress #HY‐50898) was dissolved in DMSO and then diluted in PBS, either alone or in combination with rapamycin, and injected intraperitoneally at a dose of 300 mg/kg. Control animals were administered a volume of DMSO equal to that received by treated mice.

In the acute model, animals were injected intraperitoneally with rapamycin, lapatinib, a combination of both drugs, or vehicle from postnatal day 2 (P2) to P6 and euthanised at P8 by CO_2_ inhalation followed by cervical dislocation. For the chronic model, adult mice were injected intraperitoneally with rapamycin, lapatinib, rapamycin + lapatinib, or vehicle from P30 to P39, following the same dosage regime and euthanised at P40 by CO_2_ inhalation followed by cervical dislocation.

Brains were collected and fixed with formalin until staining with Lugol's iodine (Merck Life Sci, #L6146) at 50% in water solution for 96 h (acute model) or 5 days (chronic model) [29]. Micro‐CT imaging was conducted using a Skyscan 1272 system (Bruker, Kontich, Belgium) at 100 kV and 100 μA, with a 10 μm pixel size, 1,150 ms exposure time, and a 0.4° rotation step, using an Al 0.5 + Cu 0.038 filter. Image projections were reconstructed with NRecon software (Bruker) and rendered using CTVox (Bruker). Volumetric segmentation and quantification of the total volume of CCM lesions in each animal were carried out using CTAn software (Bruker). All imaging and volume quantification were performed in a blind manner, with reconstruction parameters kept constant throughout the analysis. Those litters in which the mean cavernoma volume of untreated animals was less than 0.05 mm^3^ in acute induction or 0.5 mm^3^ in chronic induction were excluded.

### 2.2 Isolation of mBMEC and Treatments

mBMEC were isolated from adult 8–10‐week *Cdh5* (PAC)‐CreERT2/*Pdcd10* ^fl/fl^ mice. Mice were euthanised, and brain tissue was harvested, and tissue homogenisation and digestion were performed as described by Czupalla [30]. Then, the cells were resuspended and cultured as described by Assmann with slight modifications [31]. After cell isolation, cells were seeded onto plates coated with collagen I (Merck Life Sciences #C3867) in DMEM supplemented with 15% (v/v) fetal bovine serum (Gibco #10270–106), 1% v/v Penicillin/Streptomycin/L‐Glutamine (Corning 30–009‐CI), 100 μg/mL heparin (Merck Life Sci #H3149), and 50 μg/mL endothelial cell growth supplement (ECGS; Merck Life Sci #E2759). Cells were maintained at 37°C in 95% air and 5% CO_2_.

After 24 h, endothelial cells were selected using 4 μg/mL puromycin for 3 days, after which Cre recombinase activity was induced using 5 μg/mL 4‐hydroxy‐tamoxifen (Merck Life Sciences #SMC1666).

Passage 2 mBMEC were treated with either propranolol (Merck Life Sci #P0884), rapamycin (HY‐102129), lapatinib (MedChemExpress #HY‐50898), or lapatinib + rapamycin at the concentrations and time points indicated in the corresponding figure legends.

### 2.3 Immunofluorescence and Quantification

Passage 2 mBMEC were grown on coverslips pretreated with collagen I, allowed to reach confluency and treated for the times indicated in the corresponding figure legends. Then, coverslips were fixed using 4% paraformaldehyde in PBS pH 7.4, permeabilised with Triton X‐100 0.5% in PBS and processed for immunofluorescence using 10% FBS as blocking solution for 60 min. Primary antibodies used for immunostaining are listed in Table S1. Fluorescence‐conjugated Alexa Fluor 488 secondary antibodies (1:250, Invitrogen #A11001 or #A11008) were used and counterstained with DAPI (1:500). Coverslips were mounted with Fluoroshield (Merck Life Sci #F6182).

Images were acquired using a Leica DM4‐B and Leica K5 camera microscope or a Leica confocal microscope equipped with an HCX PL APO CS 63×/1.32 objective. Images were processed with the LAS X (Leica) and quantified using ImageJ (National Institutes of Health) software. The junctional/total ratio of VE‐cadherin and β‐catenin was calculated according to Colás‐Algora et al. [32]. Briefly, an area containing the whole cell was created and then made 10 pixels smaller to exclude the junctional region. This image was then subtracted from the original region to generate a region representing the fluorescence intensity at the cell periphery. The raw pixel intensity surface VE‐cadherin was divided by the corresponding area to yield a parameter that could be compared across the different images.

### 2.4 Protein Immunoblotting

Western blotting was performed by standard procedures after preparation of mBMEC extracts in cold radioimmunoprecipitation assay (RIPA) lysis buffer plus protease and phosphatase inhibitors. For KLF2 detection, the lysis buffer was 80 mM Tris–HCl, pH 7.8; 10% glycerol; 2% SDS, 1% β‐mercaptoethanol, plus protease and phosphatase inhibitors. Blots were developed using ECL Chemiluminescent detection reagents (Thermo Fisher Scientific Inc., Waltham, MA, USA #32106) and ChemiDocTM MP (Biograd). The software ImageJ (version 1.52 s, National Institute of Health, Bethesda, MD, USA) was used to quantify the Western blot signals. Primary antibodies used for Western blot are listed in Table S1. The secondary HRP‐conjugated antibodies used were 1 mg/mL Invitrogen #A16072 and #A16035.

### 2.5 RNA Extraction, Sequencing and Data Analysis

Total RNAs were extracted using the Trizol reagent (Life Technologies), according to the manufacturer's protocol. For RNA‐seq, RNA integrity and quantity of the samples were analysed using a NanoDrop spectrophotometer, followed by agarose gel validation.

For RT‐qPCR, RNA was reverse‐transcribed using random hexamers, and the mRNA expression level was determined using PowerUp SYBR Green Master Mix (Thermo Fisher Scientific Inc., Waltham, MA, USA #A25778) using a StepOnePlus Real‐Time PCR System. *Gapdh* mRNA levels were used as an internal control, and the 2‐^ΔΔCT^ method was used for analysis of the data. Each control value (*Ccm3* WT) was normalised to 1, and *Ccm3* KO values were relative to the control.

Oligonucleotides used for qPCR are listed in Table S2.

### 2.6 Bioinformatic Analysis of RNA‐Seq

RNA was sent to Novogene for RNA sequencing. Libraries were prepared using Illumina's mRNA‐Seq Poly(A) selection protocol and sequenced on a NovaSeq platform (paired‐end 150 bp, unstranded) with a depth exceeding 20 million reads per sample. Initial quality filtering was performed by Novogene prior to delivery of clean reads. Raw reads were filtered according to the following criteria: Removal of reads containing adapter sequences, removal of reads in which ambiguous nucleotides (N) constituted more than 10% of either read, and removal of reads in which more than 50% of bases had a Phred quality score ≤ 5.

The strandedness of the libraries was verified using *how_are_we_stranded_here*, and read quality was assessed with *FastQC* (v0.12.1). Samples were aligned to the Genome Reference Consortium Mouse Build 39 (GRCm39) with Ensembl annotation release 104 using *STAR* (v2.7.9a). Gene quantification was computed using *HTSeq* (v.0.13.5), and normalisation was performed using *DESeq2* (v.1.34.0) in *R* (v.4.2.2). Differentially expressed genes were identified using an adjusted q‐value < 0.05 and absolute fold change > 1.5 (Benjamini–Hochberg correction). All heatmaps, principal component analyses and volcano plots were produced in *R* (v4.1.2) using *tidyverse* (v2.0.0), *dplyr* (v1.1.4), *tibble* (v3.2.1), *ComplexHeatmap* (v2.10.0), *ggplot2* (v4.0.0) and *ggrepel* (v0.9.3), then refined and exported using *circlise* (v0.4.16), *viridisLite* (v0.4.2) and *svglite* (v2.1.3).

Gene Ontology (GO) analyses were conducted using the **DAVID** functional‐annotation platform (Database for Annotation, Visualisation, and Integrated Discovery; https://david.ncifcrf.gov/tools.jsp), as described.

All analyses were executed within a reproducible environment managed through *Conda* (v4.8.3) to ensure version control and computational reproducibility and performed within *RStudio* (Build 467).

Pre‐ranked Gene Set Enrichment Analysis (GSEA) [33] was performed on genes ranked by DESeq2 using the mouse MH: Hallmark gene sets MSigDB collection [34].

### 2.7 Statistics

Statistical analysis was performed using GraphPad software (https://www.graphpad.com/), version 7.0, San Diego, CA, applying the two‐sample, two‐tailed Student's test when 2 groups were compared, and two‐way ANOVA analysis with a Tukey's multiple comparison test when comparing > 2 groups. For cavernoma volumes, Welch's ANOVA test followed by a Dunnett's T3 multiple comparisons test was used, based on unequal variances of the different groups. A value of *p* < 0.05 was considered significant. All graphs represent the mean ± SEM with dots indicating individual values.

## 3 Results

To investigate the effects of drugs proposed for cavernoma treatment, we used mouse brain microvascular endothelial cells (mBMEC) derived from mice carrying a floxed *Ccm3* allele [35] and a tamoxifen‐inducible cre recombinase (*cdh5*‐creERT2) [28]. Treatment of cultures with 4‐OH‐tamoxifen (4‐OHT) for 4 days [36] markedly reduced levels of *Ccm3* mRNA and protein compared to untreated cells (Figure S1A,B). These *Ccm3*‐deficient cells recapitulated hallmark CCM phenotypes, including elevated *Klf2* and *Klf4* mRNA levels (Figure S1C) and reduced junctional levels of β‐catenin and VE‐cadherin (Figure S1D). Also, *Ccm3* inactivation altered the expression of 168 genes as seen in RNAseq analysis (Figure S2A and Table S3). 

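The RNA-seq data behind this comparison came from 3 WT and 3 KO libraries of cultured mBMEC that received no drug. Each culture was grown from the pooled brains of several mice. The KO cells had received 4-OHT and the WT cells had not, so exposure to 4-OHT and the genotype label went together in every library. What is called the effect of Ccm3 loss here is thus the difference between the KO and WT libraries. The paper's methods describe poly(A) RNA, unstranded paired-end libraries, alignment to the GRCm39 mouse genome with STAR, counting with HTSeq and testing with DESeq2. The files that the authors deposited have the format of Salmon, which assigns reads to transcripts and shares a read between the transcripts it fits. They hold an expected count for each of 140789 transcripts per library, not normalized between libraries. These counts were summed per gene with the GENCODE annotation of GRCm39 and rounded to whole numbers. The annotation named a gene for 99.12% of the transcripts, which held between 99.43 and 99.61% of the counts of a library. The WT libraries held between 22.21 and 26.2 M counts with a median of 23.82 M, and the KO libraries between 22.37 and 26.01 M with a median of 25.98 M. The paper states a depth above 20 M reads per sample, and the values given here rest on the counts in the files. The 10 most abundant genes took between 6.49 and 8.22% of the counts of a library, over all 16 libraries of the study. Library sizes were normalized with edgeR's TMM method, and the 14838 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test in a single model of all 16 libraries. A gene was called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 1.5, the thresholds given in the paper. The choice of test, the filter on low counts, the libraries entered in the model and a term for the replicate number could each change the number of called genes.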

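Pdcd10, the mouse gene that encodes Ccm3 (ENSMUSG00000027835.13), lies on the minus strand of chromosome 3 of GRCm39 from 75423789 to 75464748 and shares no exonic base with another gene. Its level was 11.5, 31.2 and 47 CPM (counts scaled to the size of the library) in the libraries labelled WT replicates 1, 2 and 3. In KO replicates 1, 2 and 3 it was 9.72, 11 and 9.73 CPM. The library labelled WT replicate 1 thus lay at the level of the KO libraries, against its label, while the WT libraries treated with a drug lay between 27.7 and 60.8 CPM. The group means were 29.9 ± 17.8 CPM in WT and 10.1 ± 0.718 CPM in KO cells (SD, n = 3), a log2 fold change of −1.56 (standard error 0.4, adjusted p = 0.42 from edgeR's quasi-likelihood test). It ranged from −1.96 without the library labelled WT replicate 1 to −1.08 without WT replicate 3, and the adjusted p-value of edgeR stayed at or above 0.13 in these fits. Over 8 other settings chosen before the values were seen the adjusted p-value ranged from 0.0196 to 0.801, and 2 of them, both with DESeq2, gave a value under 0.05. A pair of settings chosen after the values were seen did so too, namely edgeR with the replicate block and without the library labelled WT replicate 1 (log2 fold change −2.02, adjusted p = 0.0142) and DESeq2 with the replicate block on all libraries (adjusted p = 0.00612).

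**Figure D1:**
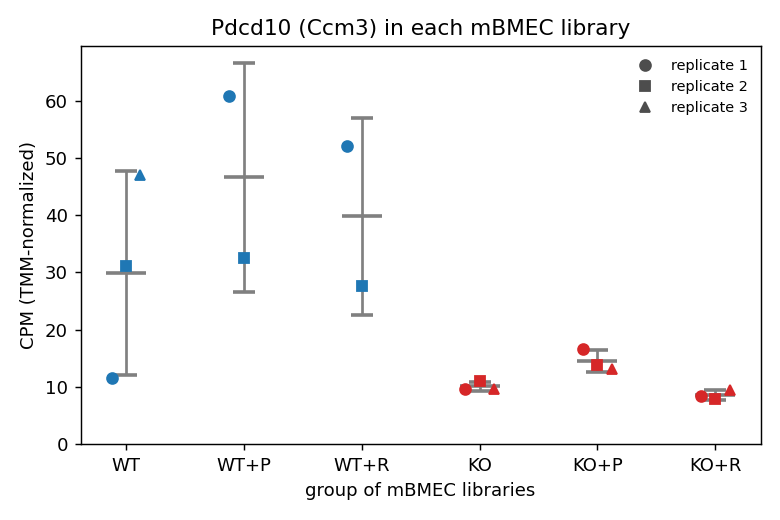
Level of Pdcd10 (CPM, normalized with TMM) in each of the 16 mBMEC libraries by group, WT or KO without drug, with propranolol (+P) or with rapamycin (+R). Points are libraries, shaped by replicate number, and bars give the mean and SD. The library labelled WT replicate 1 lies at 11.5 CPM, next to the KO libraries.

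Over all tested genes, 1 gene was called between KO and WT cells, while 900 genes had an unadjusted p-value under 0.05. The setting that moved this count most was DESeq2 with the replicate number as a block, chosen after the data were examined, with 389 genes. In edgeR the same block gave 27 called genes, 16 higher and 11 lower in KO cells. Among the settings chosen before, DESeq2 on all 16 libraries called 62 genes. On the untreated libraries alone, with apeglm shrinkage of the fold changes, DESeq2 called 172 genes, 157 of them in Table S3. The gene called by edgeR without the block was Id3 (ENSMUSG00000007872.5, chromosome 4 from 135870808 to 135873066), which fell from 98.4 ± 4.63 CPM in WT to 30.9 ± 5.34 CPM in KO cells (SD, n = 3). Its log2 fold change was −1.67 (standard error 0.21, adjusted p = 0.0343 from edgeR's quasi-likelihood test). Id3 stayed under an adjusted p-value of 0.05 in 1 of the 6 fits that each left out a library, the fit without KO replicate 1. Over 8 other settings chosen before the values were seen, its adjusted p-value ranged from 1.55e-18 to 0.0908, and 7 gave a value under 0.05. Of its exonic bases, 11.8% overlap a gene on the other strand, and the libraries carry no strand.
Each of the 168 genes that the paper lists in Table S3 was among the tested genes, and each differed by more than 1.5-fold in the direction given there. Their median absolute log2 fold change was 1.14. Adjusted over all tested genes, 1 of them was called, and 15 with the replicate block. Adjusted over the list alone, 155 were called, which is not independent evidence because the study chose the list on these libraries. The WT and KO libraries did not overlap for 164 of them, against 13.2% of all tested genes and the 10% that chance gives for 3 against 3 libraries. This is not independent evidence either, because the list was chosen on the same libraries. From this comparison the paper states that Ccm3 inactivation altered the expression of 168 genes.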

Analysis of the differentially expressed genes (Figure S2B) showed enrichment in biological processes that have been reported to be related to cavernomas, such as angiogenesis, cell adhesion, cell migration or extracellular matrix organisation [37], which confirms that mBMECs are a good model to study the effects of CCM deficiency.

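The Gene Ontology terms and the DAVID platform of Figure S2B were not used here. Pathway sets of the Reactome collection for mouse, with 10 to 500 tested genes each, were used in their place, and 13690 of the tested genes (92.3%) could be matched to them by Entrez identifier. Among the 838 sets, none was over-represented in the genes of Table S3 at an adjusted p-value under 0.05 (Fisher's exact test, one-sided), and 17 sets had an unadjusted p-value under 0.05. The background was the 4541 tested genes that lie in any set, 60 of them from Table S3. The set with the smallest p-value was extracellular matrix organization, which holds 182 background genes. It contained 10 genes of Table S3 where 2.4 were expected (p = 0.00011, adjusted p = 0.0922 from Fisher's exact test), namely Bmp2, Col15a1, Col27a1, Efemp2, Jam2, Lama5, Lamb1, Mmp15, Thbs1 and Tnc.
Without any list of called genes, limma's camera test compared each set with all other genes between KO and WT cells. It called 15 sets, 8 higher and 7 lower in KO cells, and 121 had an unadjusted p-value under 0.05. With the replicate block it called 68, 55 higher and 13 lower in KO cells. Glycolysis had the smallest p-value, with a median log2 fold change of −0.38 over 22 genes (adjusted p = 1.08e-05 from camera). Cell-extracellular matrix interactions were lower too, with a median of −0.22 over 18 genes (adjusted p = 0.0407 from camera). None of the 15 sets was called by fry, which takes the correlation between genes from the libraries, or by camera with an estimated correlation. The paper concludes from the processes enriched among its differentially expressed genes, which it relates to earlier reports on cavernomas, that mBMEC are a good model of CCM deficiency.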

We sought to elucidate the specific effects of propranolol and rapamycin within this defined cellular model of CCM. We treated cells for 24 h with 10 μM propranolol, based on its plasma levels in treated hypertensive patients and the distribution of the drug in brain tissue [38, 39]. For rapamycin, we treated cells for 3 h or 24 h at a 100 nM concentration, based on the peak and trough levels attained in plasma after mice dosing [40, 41, 42]. First, we analysed the localisation of VE‐cadherin and β‐catenin. VE‐cadherin or β‐catenin distribution to the cell junctions was not affected by treatments in *Ccm3* KO cells (Figure 1A), although, surprisingly, rapamycin reduced the amount of both proteins and propranolol the amount of β‐catenin in wild‐type cells after a 24‐h exposure (Figure 1B). Thus, neither rapamycin nor propranolol restored the abnormal distribution of VE‐cadherin or β‐catenin in *Ccm3* KO mBMEC.

**FIGURE 1:**
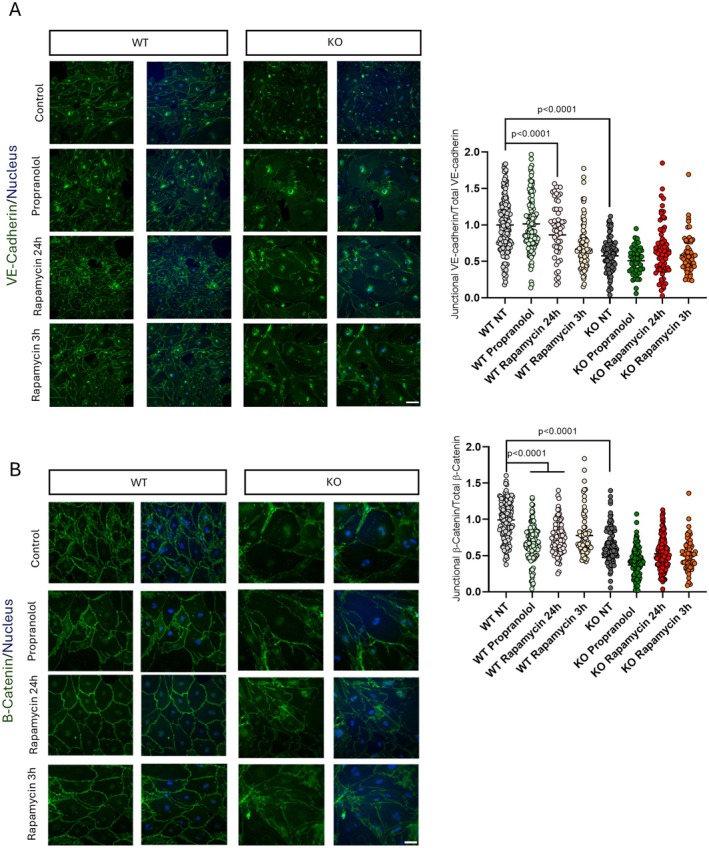
Rapamycin or propranolol do not recover the abnormal distribution of VE‐cadherin or β‐catenin in *Ccm3* KO mBMEC. (A) Distribution of VE‐cadherin. WT or KO mBMEC were either left untreated or treated with 10 μM propranolol for 24 h, 100 nM rapamycin for 24 h, or 100 nM rapamycin for 3 h, and immunofluorescence was performed for VE‐cadherin, counterstained with DAPI. Upper panels: Representative photographs of the immunofluorescence with staining for VE‐cadherin (green) and DNA (blue). Scale bar is 50 μm. The graph shows the ratio of junctional/total β‐catenin of individual cells after each treatment of > 100 cells per treatment from 4 independent biological replicates (cell cultures), referenced to the average of untreated WT mBMEC of the same cell culture. Each cell culture was obtained from a pool of 3 to 4 brains. *p*‐values are from ANOVA analysis with a Tukey's multiple comparison test. (B) Distribution of β‐catenin in WT and KO mBMEC. Upper panels: Representative photographs of the immunofluorescence with staining for β‐catenin (green) and DNA (blue). Scale bar is 50 μm. The graph shows the ratio of junctional/total β‐catenin of individual cells after each treatment of > 100 cells per treatment from 4 independent biological replicates (cell cultures), referenced to the average of untreated WT mBMEC of the same cell culture. Each cell culture was obtained from a pool of 3 to 4 brains. *p*‐values are from a two‐way ANOVA analysis with a Tukey's multiple comparison test.

To study the effect of both treatments in an unbiased manner, we performed an RNA‐seq analysis of *Ccm3* KO cells after 24 h treatments and analysed their effect on the 168 genes that were differentially expressed in KO vs. WT cells, which reflected the effect of *Ccm3* loss on brain endothelial cells. 

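For the drug treatments, 3 KO+P and 3 KO+R libraries were compared with the 3 untreated KO libraries. Propranolol blocks beta-adrenergic receptors and was given at 10 µM, and rapamycin inhibits mTORC1 and was given at 100 nM, each for 24 h. The KO+P libraries held between 18.83 and 23.92 M counts (median 23.17 M) and the KO+R libraries between 20.27 and 25.03 M (median 23.01 M). In the same model of all 16 libraries, 224 genes were called for rapamycin in KO cells, 105 higher and 119 lower, and 1 gene for propranolol. At an unadjusted p-value under 0.05 there were 1862 and 1870 genes. As a ratio, the count for rapamycin moved most with glmTreat, which tests against a fold change of 1.5 and called 18 genes. DESeq2 with the replicate block, chosen after the data were examined, called 1111. DESeq2 also called many more genes for propranolol than edgeR did, without and with the block. The number for propranolol thus depends on the test. As a ratio, the counts of DESeq2 for the drugs lay closer together, with more genes for rapamycin each time. With the block, its count for propranolol came near that for rapamycin. With edgeR and the replicate number as a block, 739 genes were called for rapamycin, among them all of the 224, and 21 for propranolol. Leaving out each library in turn gave between 51 genes (without KO replicate 3) and 87 genes (without KO replicate 2) for rapamycin. For propranolol the counts ran from 1 to 332, the latter without KO+P replicate 3.
The gene called for propranolol was Exosc6, which had 0 counts in each propranolol library and was at least 100.2-fold lower than in untreated KO cells. All of its 1326 exonic bases lie inside an exon of Aars1, so its value is uncertain. With rapamycin, Id3 rose to 301 ± 47 CPM in KO+R cells (SD, n = 3), a log2 fold change of 3.28 (standard error 0.22, adjusted p = 1.33e-05 from edgeR's quasi-likelihood test). Smad6 rose from 42.9 ± 5.67 to 246 ± 32.9 CPM, a log2 fold change of 2.52 (standard error 0.28, adjusted p = 0.00146 from edgeR). Cfi also rose, by 3.07 on the log2 scale, at an adjusted p-value of 0.0341 that did not stay under 0.05 in any fit that left out a library. Duox2 (chromosome 2, 122109728 to 122128930), which shares no exonic base with another gene, came first among the genes that fell. Its counts were 37 to 138 in the 3 KO libraries and 1 in the 3 KO+R libraries together (adjusted p = 0.00482 from edgeR, under 0.05 in all 6 fits that left out a library). The ratio of the summed counts, scaled to library size, was 0.00503, with an exact 95% interval of 0.000127 to 0.0283 for counting error alone. The next genes that fell included Dlgap3 (log2 fold change −3.76, adjusted p = 0.00122 from edgeR) and Clca2 (log2 fold change −3.66, adjusted p = 0.0168 from edgeR). Dlgap3 stayed under 0.05 in all 6 fits that left out a library, and Clca2 in 1 of them, that without KO replicate 2 (adjusted p = 0.0359). Ackr4, Pim1, Kbtbd11 and Epor were called as well, but between 13.9 and 42.6% of their exonic bases overlap another gene.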

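Over the 168 genes of Table S3, 18 moved by more than 1.5-fold against the effect of Ccm3 loss in KO+P cells, and 43 moved by more than 1.5-fold along it. None of the 18 passed an adjusted p-value of 0.05 in edgeR, and 8 had an unadjusted p-value under 0.05. The count against the effect was 9 without KO+P replicate 1 and 50 without KO+P replicate 3, the lowest and highest of the fits that each left out a library. The KO libraries enter both comparisons. In 50 simulations of KO+P libraries with no drug effect against the WT and KO libraries as deposited, between 0 and 8 genes moved against the effect and between 0 and 8 along it. These simulations keep the KO libraries that selected the genes and so do not include the effect of that selection. With no effect of genotype or drug and 168 genes chosen anew, a simulation set up after the data were examined, between 62 and 98 genes moved against the chosen direction and between 0 and 7 along it. Over the 168 genes, the log2 fold changes of propranolol and of Ccm3 loss correlated with a Pearson r of 0.23 (Spearman rho 0.2) across genes, which are not independent replicates, against −0.19 to 0.16 in the first simulation and −0.89 to −0.62 with genes chosen anew. The genes with the largest move against the effect were Pcdh12 (log2 fold change −1.57, adjusted p = 0.363 from edgeR), Gm17501 (1.53, adjusted p = 0.337), whose exons overlap Ccn1 on the other strand, and Bmp2 (1.39, adjusted p = 0.326). For these genes DESeq2 with the replicate block, chosen after the data were examined, gave adjusted p-values of 0.0292, 0.0166 and 0.00887.

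**Figure D2:**
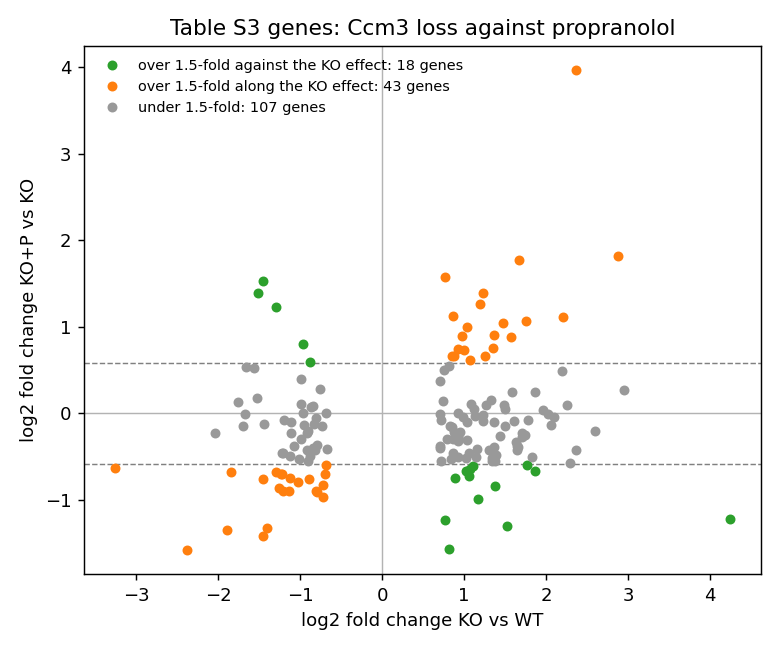
Each point is a gene of Table S3, with the log2 fold change of KO vs WT cells on the horizontal axis and of KO+P vs KO cells on the vertical axis. Dashed lines mark a 1.5-fold change with propranolol. Of the 168 genes, 18 lie beyond the lines against the effect of Ccm3 loss and 43 along it.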

Treatment with propranolol affected the expression of several of these genes and reversed more than 1.5‐fold the effect of the lack of *Ccm3* on the expression of 19 of them (Figure 2A and Table S3). However, when a principal component analysis (PCA) was performed comparing WT, untreated and treated KO cells, the effect of propranolol was shown not to reverse the effects of *Ccm3* deficiency but shifted samples along a principal component orthogonal to the *Ccm3* deficiency axis, without reversing it (Figure 2B). In contrast, treatment with rapamycin could reverse more than 1.5‐fold the expression of 79 of the 168 genes deregulated in CCM3 KO cells, and partially recovered the displacement induced by the loss of *Ccm3*, suggesting a normalisation of gene expression and thus a possible therapeutic effect in these cells (Figure 2D and Table S3). This is also reflected in the heatmap of the DEGs, where KO cells treated with rapamycin cluster apart from untreated KO cells (Figure 2C). 

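The principal component analysis was repeated on the log2 CPM of the Table S3 genes in the 3 WT, 3 KO and 3 KO+P libraries, centred and not scaled. PC1 held 67% of the variance and PC2 21.7%. On PC1 the WT libraries lay at −12.52 ± 3.87, the KO libraries at 4.27 ± 3.06 and the KO+P libraries at 8.24 ± 1.62 (SD, n = 3). Relative to the distance between WT and KO cells, propranolol recovered −23.6% ± 9.6 (SD over the 3 KO+P libraries), that is, it moved them further from WT cells. The 3 libraries gave −12.6, −28.1 and −30.2%. Each share is relative to the mean of the KO libraries. Without pairing, KO+P and KO cells did not differ on PC1 beyond the spread of the libraries (two-sided exact permutation test, p = 0.2, where 0.1 is the smallest value that 3 against 3 libraries allow). Against the KO library of the same culture, a comparison chosen after the data were examined, KO+P lay higher by 5.16, 4.75 and 2.0 in replicates 1, 2 and 3, away from WT cells in 3 of 3 cultures (two-sided exact sign-flip test, p = 0.25, the smallest value that 3 pairs allow). Without pairing, the means on PC2 were −4.34 for KO and 4.27 ± 7.98 for KO+P cells (two-sided exact permutation test, p = 0.2). Within cultures, KO+P lay above KO on PC2 in 3 of 3. The values in replicates 1, 2 and 3 were 12.05, 4.67 and −3.9 for KO+P and −2.26, −3.97 and −6.79 for KO. No test was run on these pairs. Leaving out each library gave a recovered share between −41.9 and −13.7%. With the 500 genes of largest variance in place of Table S3, the share was 152%, with the opposite sign. Over all genes and libraries, 87.4% of the variance on PC1 went with the replicate number and 10% with the group. A share on genes chosen by variance thus need not measure the recovery of the KO and WT difference.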

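In KO+R cells, 64 of the 168 genes of Table S3 moved by more than 1.5-fold against the effect of Ccm3 loss, and 14 moved by more than 1.5-fold along it. The largest move along it, looked up after the values were seen, was that of Bmp2, which was lower in KO cells. Its log2 fold change with rapamycin was −3.13, and −3.49, −2.77 and −3 within cultures 1, 2 and 3. Of the 64, 37 were higher and 27 lower in KO than in WT cells. At an adjusted p-value under 0.05 for rapamycin in edgeR, 14 of the 64 remained, and 25 with the replicate block. Leaving out each library in turn gave between 47 genes (without KO+R replicate 1) and 78 genes (without KO+R replicate 3). Simulated KO+R libraries with no drug effect, set against the KO libraries as deposited, gave between 0 and 8 genes against the effect and between 0 and 7 along it. The simulation with no effect and 168 genes chosen anew gave between 67 and 93 genes against the chosen direction and 0 to 10 along it. The reason is that the KO libraries that selected the genes were compared again with treated libraries. That simulation has no effect of genotype, so its range does not say how many of the 64 genes selection would give. In WT cells, whose comparison uses no KO library, 59 genes moved against the KO direction and 19 along it. There the same simulation gave 2 to 9 and 70 to 92, which argues against selection as the whole cause. In KO+R cells, the largest move against the effect was that of Id3. Pcdh12 (ENSMUSG00000024440.14), higher in KO cells, fell by 2.67 on the log2 scale (adjusted p = 0.0795 from edgeR, 0.0116 with the replicate block). Ltb, lower in KO cells, rose by 2.52 (adjusted p = 0.307 from edgeR), and by 0.49 to 3.23 with a library left out. DESeq2 with the replicate block, chosen after the data were examined, gave it an adjusted p-value of 0.0585. Sox11 fell by 2.12 (adjusted p = 0.265 from edgeR, and 0.0171 from DESeq2 with the replicate block). Gm17501, lower in KO cells, had a log2 fold change of 1.94 (adjusted p = 0.138 from edgeR, 0.0152 with the replicate block).

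**Figure D3:**
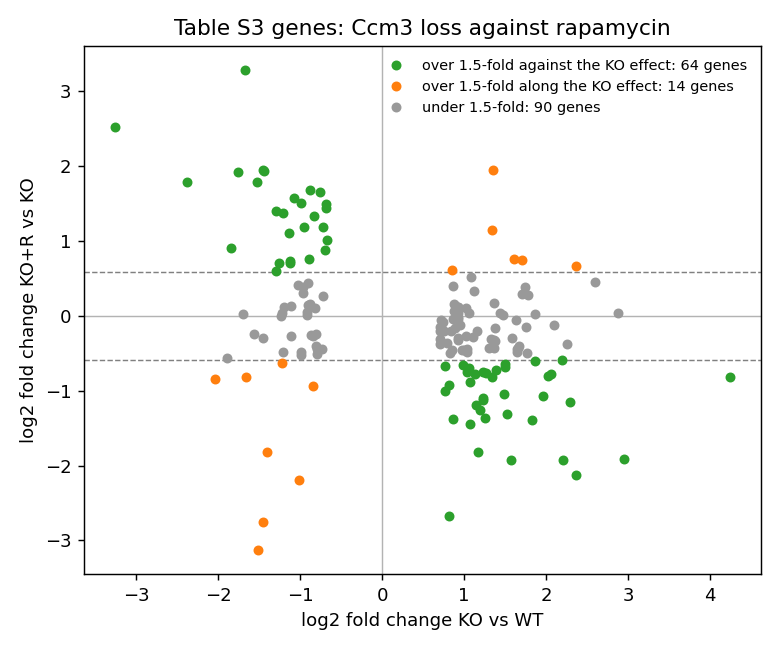
Each point is a gene of Table S3, with the log2 fold change of KO vs WT cells on the horizontal axis and of KO+R vs KO cells on the vertical axis. Dashed lines mark a 1.5-fold change with rapamycin. Of the 168 genes, 64 lie beyond the lines against the effect of Ccm3 loss and 14 along it.

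In a principal component analysis of the WT, KO and KO+R libraries on the same genes, PC1 held 61.8% and PC2 24.3% of the variance. PC1 was −10.42 ± 4.09 in WT, 6.56 ± 3.62 in KO and 3.86 ± 5.54 in KO+R cells (SD, n = 3). Rapamycin recovered 15.9% ± 32.6 (SD) of the distance between WT and KO cells on PC1, and the 3 KO+R libraries gave 52.1, 7.1 and −11.4%. These shares are relative to the mean of the KO libraries, and without pairing the difference from KO cells was smaller than the spread of the libraries (two-sided exact permutation test, p = 0.6). Within cultures, a comparison chosen after the data were examined, the difference between KO+R and KO on PC1 was −5.3, −1.04 and −1.76 in replicates 1, 2 and 3. It pointed toward WT cells in 3 of 3 cultures and gave shares of 31.2, 6.1 and 10.4% (two-sided exact sign-flip test, p = 0.25, the smallest value that 3 pairs allow). The recovered share ran from −10.6% without KO replicate 3 to 39.4% without KO+R replicate 3. It lay above this range on the single gene called here and on the 500 genes of largest variance, which were not chosen by the KO and WT difference. On PC2 the KO and KO+R libraries did not overlap, with means of 5.31 and −6.92 (two-sided exact permutation test, p = 0.1, the smallest value possible). From the number of reversed genes and the shift in the principal component analysis, the paper proposes that rapamycin normalises gene expression and may thus have a therapeutic effect in these cells.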

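Hierarchical clustering of the 9 WT, KO and KO+R libraries on the z scores of the Table S3 genes, with Euclidean distance and complete linkage, split them at 3 branches into WT, KO and KO+R, with 3 libraries in each. At 2 branches, the 3 KO+R libraries shared a branch with the KO libraries and none with the WT libraries. Ward linkage and a distance of 1 minus the Pearson correlation gave the same branches. On the single gene called here, Id3, the KO+R libraries instead shared a branch with the WT libraries at 2 branches. In the same clustering with propranolol, KO+P replicate 3 fell into the KO branch and the other two KO+P libraries into a branch of their own at 3 branches. At 2 branches, all 3 KO+P libraries lay with the KO libraries.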

To see whether rapamycin has effects other than reversion of the CCM phenotype in mBMEC, we also performed a GSEA (Gene Set Enrichment Assay) of genes affected by rapamycin treatment in both *Ccm3* WT and KO cells using the MSigDB Hallmark collection (Figure S3). 

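For the effect of rapamycin on sets of genes, WT cells treated at the same dose and time (WT+R) were compared with untreated WT cells, and KO+R with KO cells. The WT+R group had 2 libraries here, with 23.63 and 24.02 M counts. The Hallmark collection was not used here. Limma's camera test, with a preset correlation of 0.01 between the genes of a set, was run on the 838 Reactome sets and on 15 shorter lists, of which 13 were written by hand and 2 are the S phase and G2/M lists that come with the Seurat package. In KO cells, camera called 59 Reactome sets, 25 higher and 34 lower with rapamycin, and the replicate block gave 97. In WT cells it called 34 sets, 27 higher and 7 lower. The correlation was the choice that moved these counts most, since an estimated correlation left 0 sets in either genotype. At the preset correlation, 139 and 104 sets had an unadjusted p-value under 0.05. The set with the smallest p-value in KO cells was eukaryotic translation elongation, with a median log2 fold change of 0.51 over 87 genes (adjusted p = 1.61e-31 from camera). Its median in WT cells was 0.38 (adjusted p = 2.56e-13 from camera). Under fry the adjusted p-values of this set were 0.215 and 0.603. Signaling by BMP was higher in both genotypes, with medians of 0.16 in KO and 0.26 in WT cells over 21 genes, and it was called by fry too (adjusted p = 0.00247 and 0.000832). Fry called 8 sets in KO and 6 in WT cells, of which 6 and 4 were among those called by camera. The replicate block raised the count of fry to 65 sets in KO cells, 39 higher and 26 lower, and to 11 in WT cells, of which 32 and 5 were among those called by camera with the block.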

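Among the shorter lists, 7 target genes of BMP and SMAD signalling rose with rapamycin by a median of 1.72 on the log2 scale in KO cells (adjusted p = 2.47e-35 from camera, 3.78e-06 from fry). In WT cells the same list rose by 1.68 (adjusted p = 6.63e-18 from camera, 0.000128 from fry). The list of 12 YAP target genes rose by 0.59 in KO cells (adjusted p = 6.41e-07 from camera, 0.000271 from fry) and by 0.79 in WT cells (adjusted p = 3.74e-07 from camera, 0.000137 from fry). The calls of both lists also held with an estimated correlation. One gene of the first list, Id3, and 3 of the second, Ankrd1, Ccn1 and Ccn2, are in Table S3.
The lists that follow concern processes downstream of mTORC1. The 18 genes of cholesterol synthesis fell by a median of 0.40 in KO cells (adjusted p = 6.91e-06 from camera) and by 0.29 in WT cells (adjusted p = 0.00655 from camera). The 17 target genes of ATF4 fell by 0.51 in KO cells (adjusted p = 1e-04 from camera) and by 0.57 in WT cells (adjusted p = 0.00114 from camera). Neither of these lists was called by fry or with an estimated correlation, except that fry with the replicate block called cholesterol synthesis in KO cells (adjusted p = 0.0243). Glycolysis genes had medians of −0.13 in KO and −0.19 in WT cells and were not called (adjusted p = 0.225 and 0.0735 from camera).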

No gene set was upregulated by rapamycin treatment in *Ccm3* WT or KO cells, while mTORC1 signalling was downregulated in both, in agreement with the known effect of the drug. Rapamycin also downregulated several gene sets related to cell proliferation in *Ccm3* KO cells but not in WT cells, where the effect did not reach statistical significance, consistent with its well‐known effect on cell proliferation.

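The 43 genes of the S phase list had a median log2 fold change of −0.88 with rapamycin in KO cells (adjusted p = 6.41e-07 from camera) and of −0.55 in WT cells (adjusted p = 0.0133 from camera). The 54 genes of the G2/M list had a median of −1.16 in KO cells (adjusted p = 1.82e-07 from camera) and of −0.63 in WT cells (adjusted p = 0.00655 from camera). Fry, which allows for the correlation between these genes, called neither list in KO cells (adjusted p = 0.318 for both) or in WT cells (adjusted p = 0.475 for both). With the replicate block, fry called both lists in KO cells (adjusted p = 0.0265 for S phase and 0.033 for G2/M). The difference between the genotypes was tested as an interaction. Camera gave adjusted p-values of 0.00946 for S phase and 0.00962 for G2/M, with a stronger fall in KO cells, and neither fry nor an estimated correlation called them.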

**FIGURE 2:**
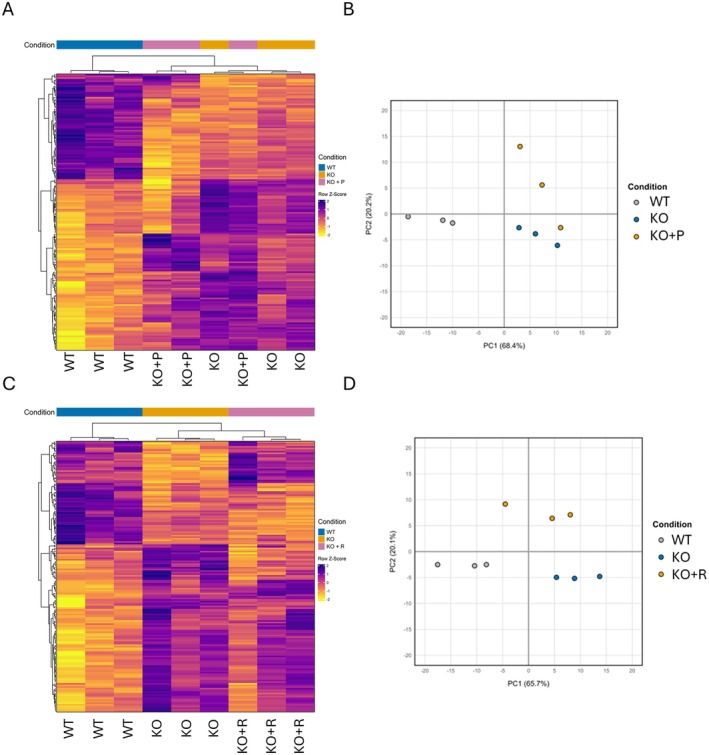
Rapamycin, but not propranolol, can partially revert the transcriptional effect of *Ccm3* inactivation in mBMEC. WT and KO mBMEC were left untreated or treated with 10 μM propranolol for 24 h (KO+*P*) or 100 nM rapamycin for 24 h (KO+*R*). RNAseq analysis was performed, and their expression profile was compared using genes differentially expressed in KO vs. WT mBMEC. Three independent biological replicates (cell cultures) were analysed in all cases. Each cell culture was obtained from a pool of 3 to 4 brains. (A) Heatmap analysis of WT, KO, and KO+*P*, showing that KO+*P* cells cluster with KO cells. (B) Principal component analysis of WT, KO, and KO+*P* mBMEC, showing a displacement of KO vs. WT mBMEC in the horizontal axis that is not reversed by treatment with propranolol. (C) Heatmap analysis of WT, KO, and KO+*R*, showing that treated KO+*R* mBMEC no longer cluster with KO mBMEC. (D) Principal component analysis of WT, KO, and KO+*R* mBMEC, showing a displacement of KO vs. WT mBMEC in the horizontal axis that is partially reverted by treatment with rapamycin.

We next wanted to further analyse the partial recovery of the CCM transcriptional phenotype by rapamycin. In‐depth analysis of the genes recovered by rapamycin showed that they included some of the genes known to be dependent on KLF2/4 transcription factors, which are deregulated in CCM‐deficient cells. This included genes such as *Adamts1*, overexpressed in CCM‐deficient cells [43, 44], or *Thbs1*, downregulated in CCM‐deficient cells [37]. To confirm this effect, we performed RT‐qPCRs in cell preparations different from those used for RNA‐seq. 

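Adamts1 (ENSMUSG00000022893.16) lies on the minus strand of chromosome 16 of GRCm39 from 85590579 to 85600009 and shares no exonic base with another gene. It was at 104 ± 46.3 CPM in WT, 218 ± 34.4 CPM in KO and 79.7 ± 30.6 CPM in KO+R cells (SD, n = 3). Its log2 fold change was 1.07 between KO and WT cells (standard error 0.33, adjusted p = 0.508 from edgeR). Of 8 other settings chosen before the values were seen, DESeq2 on the untreated libraries alone brought this adjusted p-value under 0.05, and the range was 0.0282 to 0.622. Chosen after the values were seen, DESeq2 with the replicate block gave 0.0435. With rapamycin the log2 fold change was −1.45 (standard error 0.33, adjusted p = 0.048 from edgeR). Over 7 other settings chosen before, the adjusted p-value ranged from 0.00136 to 0.0557, and 4 kept it under 0.05, as did DESeq2 with the replicate block (0.000488). Leaving out each library gave log2 fold changes between −1.8 and −1.25 and 1 of 6 adjusted p-values under 0.05, that without KO+R replicate 3 (0.0473).
Thbs1 (ENSMUSG00000040152.10) lies on the plus strand of chromosome 2 from 117941974 to 117957616, and 11.1% of its exonic bases overlap a gene on the other strand. It was at 3290 ± 439 CPM in WT, 1710 ± 207 CPM in KO and 3910 ± 697 CPM in KO+R cells (SD, n = 3). The log2 fold change was −0.95 between KO and WT cells (standard error 0.22, adjusted p = 0.366 from edgeR). The replicate block gave an adjusted p-value of 0.0473, within a range of 9.61e-06 to 0.431 over 8 other settings chosen before. Of those chosen after, DESeq2 with the block gave 7.9e-07, and edgeR with the block and without the library labelled WT replicate 1 gave 0.02. With rapamycin the log2 fold change was 1.19 (standard error 0.22, adjusted p = 0.0212 from edgeR), and all of 7 other settings chosen before kept the call. Each of the 3 KO+R libraries lay above each of the 3 KO libraries. Leaving out each library gave adjusted p-values of edgeR between 0.0417 and 0.0936, and the one under 0.05 was that without KO+R replicate 3.

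**Figure D4:**
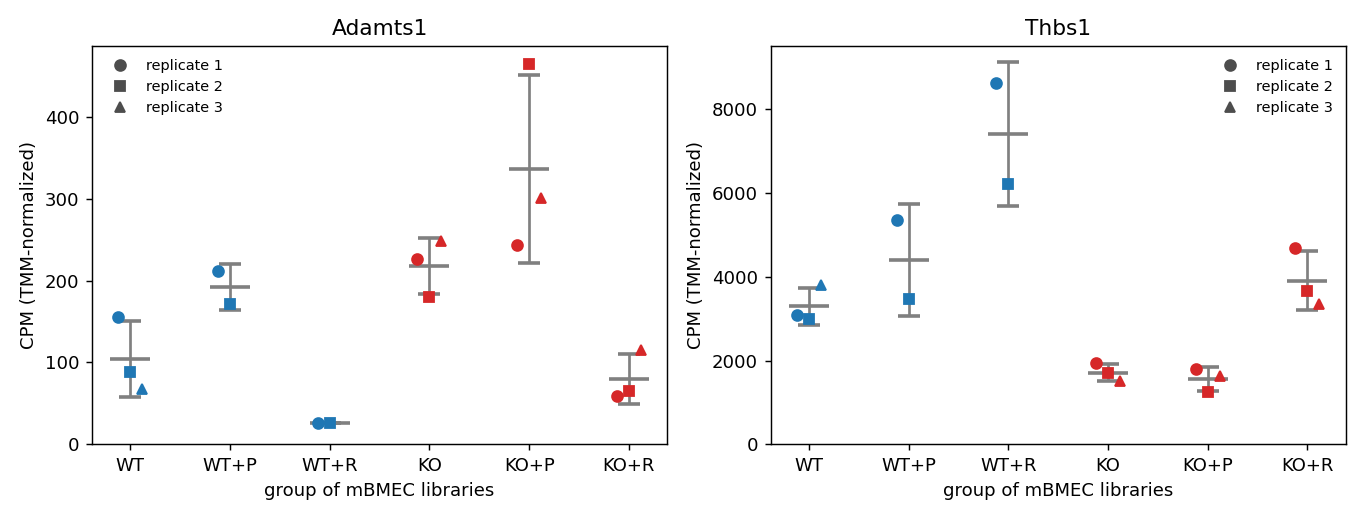
Levels of Adamts1 and Thbs1 (CPM, normalized with TMM) in each mBMEC library by group, WT or KO without drug, with propranolol (+P) or with rapamycin (+R). Points are libraries, shaped by replicate number, and bars give the mean and SD. KO+R libraries lie below KO libraries for Adamts1 (mean 79.7 against 218 CPM) and above them for Thbs1 (mean 3910 against 1710 CPM).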

*Adamts1* was confirmed as overexpressed in *Ccm3* KO mBMEC and reduced by rapamycin (Figure 3A), while *Thbs1* was downregulated in KO cells, with rapamycin recovering it (Figure 3B). *Nos3*, a gene regulated by KLF2/4 and important in CCM pathogenesis [45], was also overexpressed in KO cells and reduced by rapamycin when checked by RT‐qPCR (Figure 3C). On the contrary, *Ccm3*, *Klf2* and *Klf4* were not affected by rapamycin treatment in *Ccm3* KO cells (Figure 3D–F), which is consistent with its described effects in other CCM‐deficient endothelial cells [14]. 

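In the RNA-seq libraries, propranolol left Adamts1 at 336 ± 115 CPM in KO+P cells (SD, n = 3), a log2 fold change of 0.62 against untreated KO cells (standard error 0.33, adjusted p = 0.439 from edgeR). Thbs1 was at 1560 ± 283 CPM, a log2 fold change of −0.13 (standard error 0.22, adjusted p = 0.833 from edgeR), and its sign turned to 0.01 without KO+P replicate 2. Nos3 had a log2 fold change of −0.38 (standard error 0.49, adjusted p = 0.767 from edgeR), and 32.7% of its exonic bases overlap a gene on the other strand. The value for Klf2 was 0.12 (standard error 0.4, adjusted p = 0.92 from edgeR). Klf4 had the largest change of these genes, a log2 fold change of 1.05 (standard error 0.42, adjusted p = 0.354 from edgeR). Its adjusted p-value ranged from 0.132 to 0.406 over the settings chosen before the data were examined, while DESeq2 with the replicate block, chosen later, gave 0.0391. Pdcd10 had a log2 fold change of 0.52 (standard error 0.4, adjusted p = 0.593 from edgeR).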

Contrary to the effects of rapamycin, and in accordance with the RNA‐seq results, propranolol did not influence the expression of any of these genes.

**FIGURE 3:**
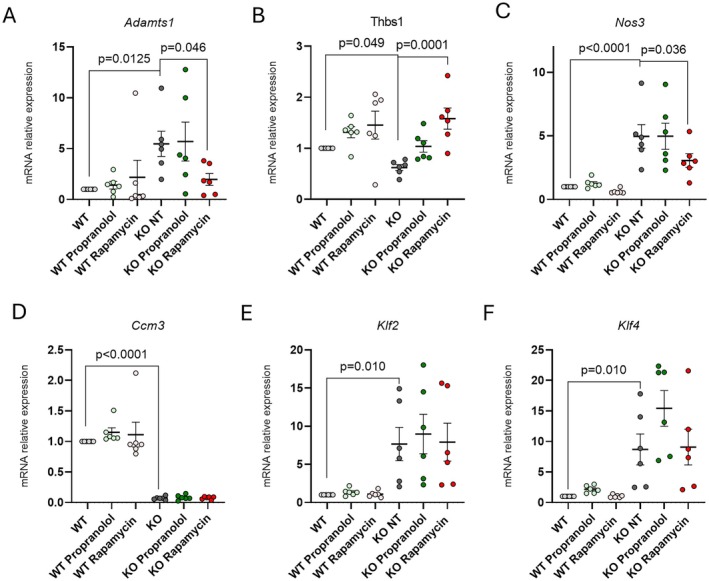
Rapamycin, but not propranolol, reverts the expression of genes dependent on KLF2/4, without affecting *Klf2* or *Klf4* mRNA expression. WT or KO mBMEC were either left untreated or treated with 10 μM propranolol for 24 h or 100 nM rapamycin for 24 h. RNA was extracted and RT‐qPCR was performed using GAPDH as a reference gene. Each graph shows the average and SEM of mRNA relative expression and the individual values of six independent biological replicates (cell cultures), referenced to the levels of untreated WT mBMEC of the same cell culture. Each cell culture was obtained from a pool of 3 to 4 brains. *p*‐values are from a two‐way ANOVA analysis with a Tukey's multiple comparison test. (A) Expression of *Adamts1*, (B) Expression of *Thbs1*, (C) Expression of *Nos3*, (D) Expression of *Ccm3*, (E) Expression of *Klf2*, and (F) Expression of *Klf4*.

Overexpression of *Nos3* is important for lesion development through a feedback loop involving NO production by cavernoma endothelial cells and the ensuing secretion of VEGF by astrocytes that contributes to lesion enlargement [45]. Thus, we wanted to see if the effect of rapamycin on *Nos3* mRNA was reflected at the protein level. As seen in Figure 4A,B, both eNOS protein levels and its phosphorylation in serine 1177 were stimulated in *Ccm3*‐deficient cells, and this was reversed when they were treated with rapamycin for 24 h. The same western blot shows that *Ccm3*‐deficient cells showed a trend toward higher S6 phosphorylation with no change in Akt phosphorylation in S473, which is in agreement with the effects of *Ccm1* KO in brain endothelial cells and HuVECs, as reported by Ren et al. [14]. Rapamycin acted as expected both in WT and KO cells, inhibiting S6 phosphorylation after 3 and 24 h of treatment and diminishing AKT phosphorylation in S473 only after 24 h.

**FIGURE 4:**
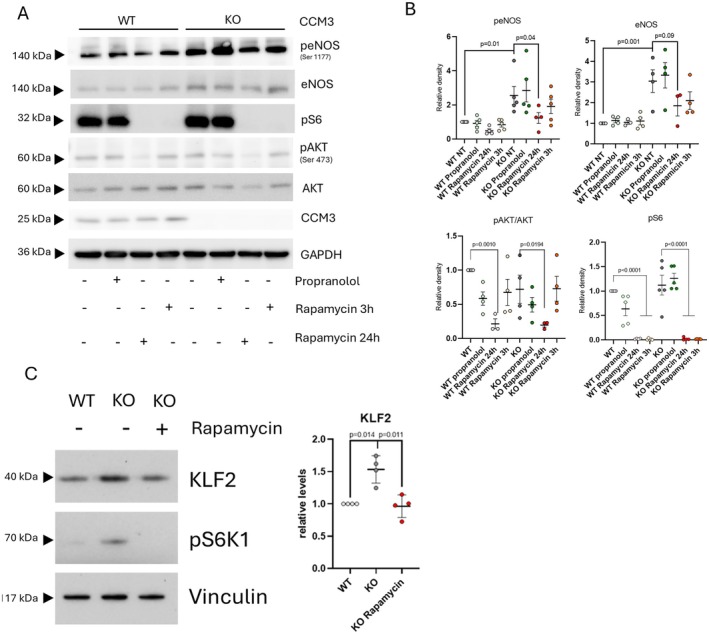
Effect of rapamycin on eNOS and KLF2 protein levels. (A) Western blot of mBMEC proteins after treatments. Extracts were prepared from WT and KO mBMEC treated with 100 nM rapamycin for 3 or 24 h, or with 10 μM propranolol for 24 h, and western blots were performed for total eNOS, eNOS phosphorylated in Ser 1177 (peNOS), phosphorylated S6 (pS6), AKT phosphorylated in Ser 473 (pAKT), total AKT, CCM3, with GAPDH as a loading control. (B) Average and SEM of the intensity of peNOS, eNOS, pAKT/AKT ratio and pS6 from four independent biological replicates (cell cultures), referenced to the average of untreated WT mBMEC of the same cell culture. Each cell culture was obtained from a pool of 3 to 4 brains. *p*‐values are from ANOVA analysis with a Tukey's multiple comparison test. (C) Rapamycin diminishes KLF2 protein levels in *Ccm3*‐deficient cells. KO and WT mBMEC were left untreated or treated with 100 nM rapamycin for 24 h. Western blots were performed for KLF2, vinculin and pS6K1. Left panel, representative western blot. Right graph, average and SEM of corrected intensity of KLF2 of western blots from four biological replicates (cell cultures), referenced to the average of untreated WT mBMEC of the same cell culture. Each cell culture was obtained from a pool of 3 to 4 brains. *p*‐values are from a two‐way ANOVA analysis with a Tukey's multiple comparison test.

The effect of rapamycin on known transcriptional targets of KLF2 and KLF4, together with its lack of effect on the expression of these transcription factors at the mRNA level, hints at a possible post‐transcriptional effect of the drug on *Klf2* and/or *Klf4*, probably through the known effects of rapamycin on translation. However, there is no apparent effect on *Klf4*, as its protein levels have been shown not to change with rapamycin in *Ccm1*‐deficient endothelial cells, both in vivo and in vitro [14]. Intriguingly, in a different setting, Wang et al. have shown that rapamycin inhibits *Klf2* by post‐transcriptional mechanisms in endothelial cells [46]. When we checked KLF2 protein levels in *Ccm3* KO cells, we saw that rapamycin treatment could diminish KLF2 protein (Figure 4C), even if it did not inhibit its mRNA. These data indicate that rapamycin reduces KLF2 protein independently of its mRNA level, suggesting a post‐transcriptional mechanism underlying its effect on KLF2/4 target genes.

The effects of rapamycin in the partial reversal of alterations induced by the lack of *Ccm3* reinforce the idea that it could be used for the treatment of both growing and mature cavernoma lesions, either alone or in combination with other agents. Rapamycin has been shown to prevent the development of cavernomas using animal models of the disease, both in lesions with only mutations in a CCM gene and in those harbouring also *Pik3ca* mutations [14]. However, concerns have been raised about these results based on the high doses of rapamycin used, which may have achieved supratherapeutic levels that cannot be safely tolerated in humans [42]. The trough levels of rapamycin that are usually targeted in plasma for benign conditions are 5–15 ng/mL [42, 47]. Thus, we decided to induce cavernoma in neonatal *Cdh5* (PAC)‐CreERT2/*Pdcd10* ^fl/fl^ mice [28] and administer 1.5 mg/Kg rapamycin intraperitoneally, a lower dose than the 2 mg/Kg used by Bishu et al. to attain trough levels of 13.8 ng/mL [47] (Figure 5A). Under this regime, rapamycin attenuated cavernoma development but did not fully prevent lesion formation, as happens when higher doses are used [14, 25, 48] (Figure 5B,C).

**FIGURE 5:**
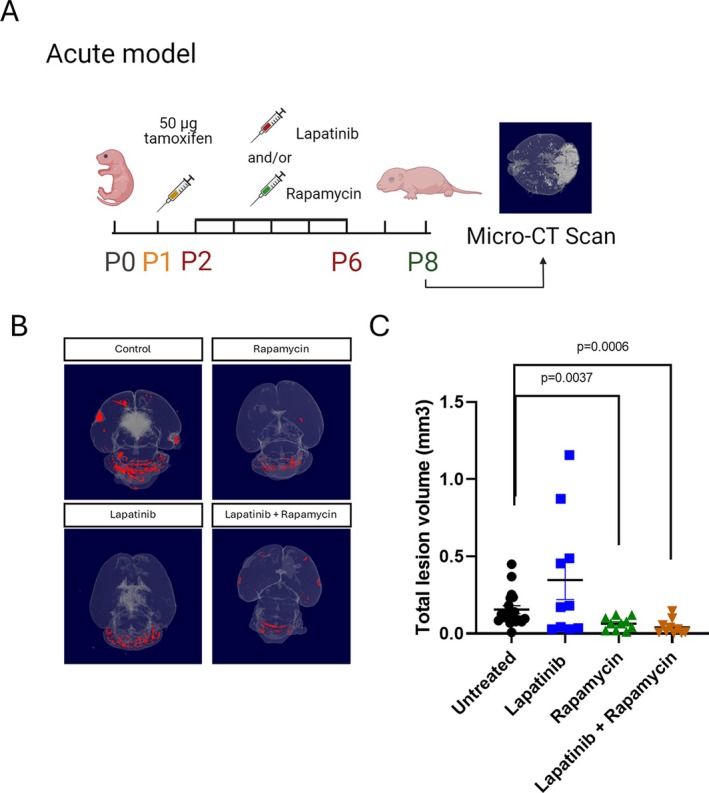
Rapamycin, but not lapatinib, can inhibit acute cavernoma development. (A) Scheme showing the induction and treatment of cavernomas. At P1, 50 μg tamoxifen was administered to newborn Cdh5 (PAC)‐CreERT2/*Pdcd10* ^fl/fl^ mice. Rapamycin and/or lapatinib were injected at days P2 to P6, and mice were euthanised at P8, brains extracted and analysed by micro‐CT. (B) Micro‐CT images of the brains of P8 mice with induced cavernomas, either untreated or treated with lapatinib, rapamycin, or lapatinib + rapamycin. (C) Volume of cavernomas in untreated mice (*n* = 19 mice), or mice treated with lapatinib (*n* = 10 mice), rapamycin (*n* = 10 mice), or lapatinib + rapamycin (*n* = 10 mice). Total volumes of cavernomas per brain were calculated from micro‐CT images. *p*‐values are from Welch's ANOVA test followed by a Dunnett's T3 multiple comparisons test. Panel A was created with biorender.com.

We then considered the possibility of using rapamycin in combination with other agents for the treatment of cavernomas. Since propranolol had no apparent effect in our cellular system, we turned to the HER2/EGFR inhibitor lapatinib, as we had previously shown that *Ccm3*‐deficient endothelial cells have higher levels of EGF receptor and are more susceptible to apoptosis after its inhibition with lapatinib in vitro [13]. Further, it is known that high levels of PI3K activity in tumours make them resistant to EGF receptor inhibition, and rapamycin enhances the effect of EGFR inhibition in breast cancer cells [49].

To address this point, we examined the effects of lapatinib on gene expression in Ccm3‐deficient endothelial cells as compared to rapamycin. Lapatinib, either alone or in combination with rapamycin, had no apparent effect on the mRNA levels of *Klf2* and, contrary to rapamycin, it did not reverse the expression of the Klf2/4‐dependent genes *Adamts1* or *Thbs1* (Figure S4A–C). We have previously shown that lapatinib induces apoptosis in *Ccm3*‐deficient endothelial cells, and it has also been reported to upregulate pro‐apoptotic genes in HER2+ cancer cells, including *Bcl2l11* (also known as *Bim*), *Tnfrsf10b*, and *Bax* [50, 51, 52]. In our system, lapatinib induced *Tnfrsf10b* expression (Figure S4D) and *Bax* when combined with rapamycin (Figure S4E), while it had no apparent effect on *Bcl2l11* expression (Figure S4F).

Together, these results indicate that lapatinib exerts effects distinct from and potentially complementary to those of rapamycin in Ccm3‐deficient endothelial cells, supporting the evaluation of their combined use in vivo.

Treatment of *Cdh5* (PAC)‐CreERT2/*Pdcd10* ^fl/fl^ mice with cavernomas induced neonatally with 300 mg/Kg lapatinib alone did not significantly prevent cavernoma development. However, the combined rapamycin/lapatinib treatment resulted in a trend toward lower volume of the cerebellum occupied with lesions as compared with the already low volume of cavernomas in mice treated with rapamycin alone (Figure 5B,C). This suggested that combined inhibition of mTORC1 and the EGF receptor family could be a useful strategy to limit cavernoma burden, and that it could have a greater effect in situations where rapamycin alone is less effective, such as cavernomas that have already developed.

Being able to inhibit lesions that have already developed would be an optimal strategy for the treatment of cavernomas. Unfortunately, treatment of chronic lesions with pharmacologically relevant doses of rapamycin does not result in lesion improvement [26]. We wanted to see if the addition of lapatinib could help reduce the lesion volume of more mature lesions. We used a model of chronic cavernoma developed for the same animals used for acute cavernoma development by Malinverno et al. [53], and treated them with an injection of rapamycin alone or in combination with lapatinib every 24 h from postnatal day 30 (P30) to P39, measuring cavernoma volume at P40 (Figure 6A). Consistent with recent reports [26], rapamycin alone did not affect the evolution of lesions in this model, whereas combined rapamycin and lapatinib treatment significantly reduced lesion volume (Figure 6B,C), suggesting that the combination of rapamycin with inhibition of tyrosine kinase receptors may be especially useful to treat established cavernomas.

**FIGURE 6:**
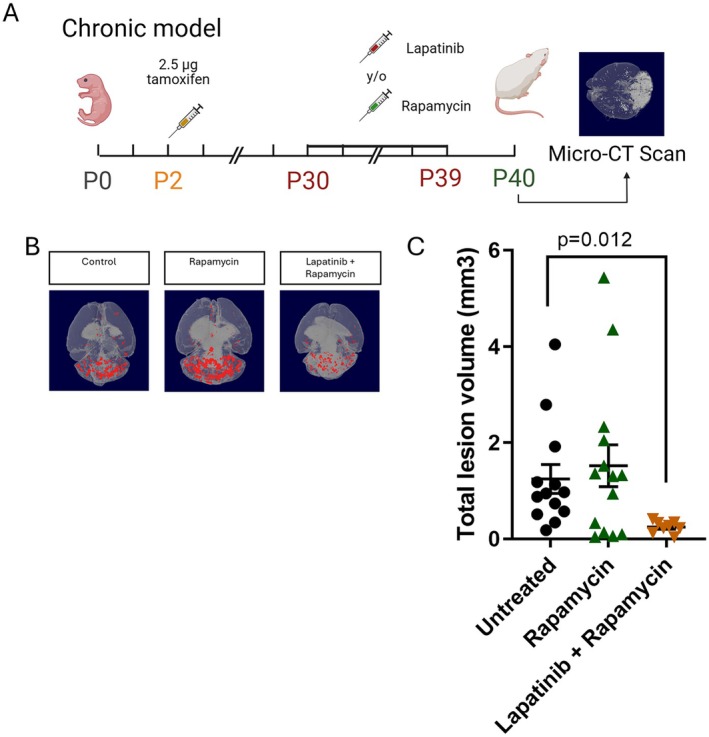
Rapamycin/lapatinib combination can diminish cavernoma volume when used after cavernoma development. (A) Scheme showing the induction and treatment of cavernomas. At P2, 2.5 μg tamoxifen was administered to Cdh5 (PAC)‐CreERT2/*Pdcd10* ^fl/fl^ mice. Rapamycin or rapamycin + lapatinib were injected at days P30 to P39, and mice were euthanised at P40, brains extracted and analysed by micro‐CT. (B) Micro‐CT images of the brains of P30 mice with induced cavernomas, either untreated or treated with rapamycin or lapatinib + rapamycin. (C) Volume of cavernomas in untreated mice (*n* = 13 mice), or mice treated with rapamycin (*n* = 14 mice) or lapatinib + rapamycin (*n* = 8 mice). Total volumes of cavernomas per brain were calculated from micro‐CT images. *p*‐values are from Welch's ANOVA test followed by a Dunnett's T3 multiple comparisons test. Panel A was created with biorender.com.

## 4 Discussion

We analysed how rapamycin and propranolol influence the transcriptomic signature of *Ccm3* KO brain endothelial cells and assessed their ability to revert it toward the WT profile. Propranolol did not measurably correct the *Ccm3* KO transcriptional phenotype at the doses and treatment times used, whereas rapamycin partially restored a subset of deregulated genes.

Rapamycin significantly impacts the expression of genes known to be deregulated in CCM‐deficient endothelial cells, such as *Nos3*, *Adamts1* and *Thbs1*. The deregulated expression of these genes in KO cells is dependent on the transcription factors KLF2 and KLF4. We also show that rapamycin diminishes KLF2 protein, consistent with a potential mechanism for the restoration of expression of KLF2/4 transcriptional targets in *Ccm3* KO cells. The effect of rapamycin seems to be selective on KLF2 as, even though we have not been able to detect KLF4 consistently in our cell model, rapamycin is known not to affect KLF4 protein levels in CCM‐deficient endothelial cells [14]. Our results add to the known effects of rapamycin on CCM‐deficient endothelial cells, such as inhibition of endothelial‐mesenchymal transition and of ROS production [17] and on endothelial progenitors [25]. Interestingly, while rapamycin influences several pathways altered in cavernomas, it does not affect them all. Specifically, rapamycin does not revert the altered distribution of β‐catenin or VE‐cadherin in the membrane of *Ccm3* KO cells, suggesting that junctional abnormalities in β‐catenin and VE‐cadherin are driven by KLF2‐independent mechanisms.

Several genes regulated by rapamycin are important in cavernoma pathogenesis, among which *Nos3* overexpression and the ensuing overproduction of NO in CCM‐deficient endothelial cells are known to be important in cavernoma pathogenesis [45], whereas inhibition of *Thbs1* also favours cavernoma development [37]. This underscores the potential of rapamycin as a component of a pharmacological strategy to treat cavernomas, even in the absence of *PIK3CA* mutations. This potential may be strengthened by the well‐known antiproliferative effect of rapamycin, which is reflected in this work by its effect on proliferation‐related gene expression in *Ccm3* KO cells. However, more experiments are needed to ascertain if this antiproliferative effect is sustained in time, as in other cellular models, it diminishes after a prolonged treatment [54]. Another limitation of rapamycin treatment of cerebral cavernous malformations is the possible side effects of the drug in wild‐type cells. In this respect, the negative effect of rapamycin on junctional VE‐cadherin and β‐catenin should be taken as a note of caution. On the other hand, the lack of off‐target effects of rapamycin on the phenotype of *Ccm3* WT cells, as assessed by GSEA analysis, suggests that these possible side effects are not strong enough to be reflected in consistent transcriptomic changes.

We also provide evidence that rapamycin, when combined with a drug possessing a distinct mechanism of action such as lapatinib, can improve chronic cavernoma lesions. This suggests that the combination of rapamycin and lapatinib, but not rapamycin alone, may improve cavernomas after they have already formed. A common characteristic of all proposed cavernoma treatments that have failed in clinical trials to date is their efficacy in preventing cavernoma development, rather than in improving existing cavernomas. However, in clinical settings, cavernomas are typically already detectable upon diagnosis. The activity of the rapamycin/lapatinib combination in improving cavernomas after 30 days of development warrants further evaluation in refined preclinical models incorporating longitudinal MRI assessment before and after treatment.

In contrast to rapamycin, propranolol exhibits no direct endothelial transcriptomic rescue at a clinically plausible concentration in this model. These results differ from reports showing phenotypic effects of propranolol in CCM‐deficient endothelial cells [21, 23, 55]. However, in those experiments, the concentration of propranolol used was significantly higher (50 to 100 μM), substantially higher than concentrations achievable in patients. Propranolol may also have beneficial effects on cavernoma development that are mediated by its actions in non‐endothelial cells. β1‐adrenergic signalling in neural and glial cells can modulate neurovascular unit function, inflammation and vascular permeability; thus, astrocytes or neurons may contribute to propranolol's protective effects by altering cytokine or VEGF release, oxidative stress, or blood–brain barrier support in CCM lesions [45]. Consistently, propranolol has been reported to reduce VEGF levels in CCM patients [55], and inhibition of VEGF signalling diminishes lesion burden in animal models [56]. In addition, propranolol improves pericyte coverage and vascular sealing in *Ccm3*‐deficient murine lesions [23], suggesting that reinforcement of pericyte–endothelial interactions, rather than direct correction of endothelial transcriptional defects, may also underlie lesionstabilisation.

Besides the use of endothelial cells in culture and a mouse model of cavernoma pathogenesis, our study is limited by the lack of validation in human primary endothelial cells. While cavernoma biology appears to be largely conserved across species, differential drug responses cannot be ruled out. Future studies in human models will therefore be important to extend these findings.

## 5 Conclusion

Overall, these data identify rapamycin as an effective modulator of the *Ccm3*‐deficient endothelial phenotype and support rapamycin–lapatinib combination therapy as a promising approach for treating established CCM lesions.

## Author Contributions

**Luis Díaz‐Gómez:** methodology, investigation, writing – review and editing, visualization. **Cristina Riobello:** methodology, software, writing – review and editing. **José E. Martínez:** methodology, investigation, writing – review and editing, visualization. **Diego González‐Pérez:** methodology, investigation, writing – review and editing. **Aurora Gómez‐Durán:** methodology, visualization. **Miguel Fidalgo:** methodology, investigation, visualization, software, writing – review and editing, formal analysis. **David Martínez‐Delgado:** methodology, software, data curation, validation, writing – review and editing, formal analysis. **Miriam Sartages:** methodology, investigation, writing – review and editing. **Eva M. Esquinas‐Román:** methodology, software, writing – review and editing. **Mar García‐Colomer:** conceptualization, methodology, investigation, writing – review and editing, visualization. **Marta Varela‐Rey:** methodology, software, visualization, writing – review and editing. **Celia M. Pombo:** conceptualization, methodology, investigation, validation, visualization, supervision, project administration, funding acquisition, writing – original draft, writing – review and editing, formal analysis. **Juan Zalvide:** conceptualization, investigation, funding acquisition, writing – original draft, methodology, validation, visualization, writing – review and editing, project administration, supervision, formal analysis.

## Funding

This work was supported by the Spanish Agencia Estatal de investigación and by “ERDF A way of making Europe” (projects PID2021‐123365OB‐I00 to CMP and JZ, PID2020‐119486RB‐100 and PID2023‐152685OB‐I00 to M.V.‐R) and by the Consellería de Cultura, Educación e Ordenación Universitaria, Xunta de Galicia (ED431C 2023/10 to C‐M‐P. and J.Z). M. García‐Colomer was a predoctoral fellow from Xunta de Galicia. The fellowship to E.M.E.R is supported by PRE2021‐099788, and to C.R.S by MU‐21‐UP2021‐03071902373A, both funded by the Spanish Agencia Estatal de Investigación.

## Ethics Statement

All procedures involving animals were performed in accordance with the European Parliament and of the Council Directive 2010/63/EU and Spanish legislation (RD 53/2013) and were approved by the Ethics Committee on Animal Welfare of the University of Santiago de Compostela (reference 15,010/19/003).

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Validation of *Ccm3* inactivation in mBMEC. Expression of *Ccm3* mRNA and protein and *Klf2* and *Klf4* mRNAs, and redistribution of VE‐cadherin and β‐catenin in *Ccm3* KO mBMEC.
**Figure S2:** Volcano plot and Gene Ontology analysis of gene expression of Ccm3 WT vs. KO mBMEC.
**Figure S3:** GSEA analysis of the transcriptomic effect of rapamycin treatment on Ccm3 WT and Ccm3 KO mBMEC.
**Figure S4:** Effects of Lapatinib treatment on Klf2/4‐dependent and proapoptotic genes in Ccm3 KO cells.
**Table S1:** Primary antibodies used for immunofluorescence or western blots.
**Table S2:** Oligonucleotides used for qPCR.
**Table S3:** Ccm3 KO vs. WT differentially expressed genes. Effect of propranolol or Rapamycin treatment in Ccm3 KO cells.

## Data Availability

The RNA‐seq data is available in the NCBI GEO repository (accession GSE298723). RNA‐seq differential expression bioinformatic analysis and figure creation are at https://github.com/dvidmd/GSE298723_Differential_Gene_Expression_Analysis_Garcia_Colomer_et_al.

# Supplementary material for: Rapamycin Partially Reverts Cavernoma Endothelial Cell Phenotype and, When Combined With Lapatinib, Ameliorates Chronic Lesions
**Source:** J Cell Mol Med. 2026 Jul 9;30(13):e71280. doi: 10.1111/jcmm.71280
**Supplement:** Supplementary file 1 — Figure S1: Validation of Ccm3 inactivation in mBMEC. Expression of Ccm3 mRNA and protein and Klf2 and Klf4 mRNAs, and redistribution of VE‐cadherin and β‐catenin in Ccm3 KO mBMEC. Figure S2: Volcano plot and Gene Ontology analysis of gene expression of Ccm3 WT vs. KO mBMEC. Figure S3: GSEA analysis of the transcriptomic effect of rapamycin treatment on Ccm3 WT and Ccm3 KO mBMEC. Figure S4: Effects of Lapatinib treatment on Klf2/4‐dependent and proapoptotic genes in Ccm3 KO cells. Table S1: Primary antibodies used for immunofluorescence or western blots. Table S2: Oligonucleotides used for qPCR. Table S3: Ccm3 KO vs. WT differentially expressed genes. Effect of propranolol or Rapamycin treatment in Ccm3 KO cells.

**Supporting information**

**Rapamycin can revert CCM phenotype in brain endothelial cells and when combined with lapatinib ameliorates chronic lesions**

Mar García-Colomer, José E Martínez, Luis Díaz, Miriam Sartages, Eva M. Esquinas-Román, Cristina Riobello, David Martínez-Delgado, Diego González-Pérez, Aurora Gómez-Durán, Miguel Fidalgo, Marta Varela-Rey, Celia M Pombo, Juan Zalvide

**
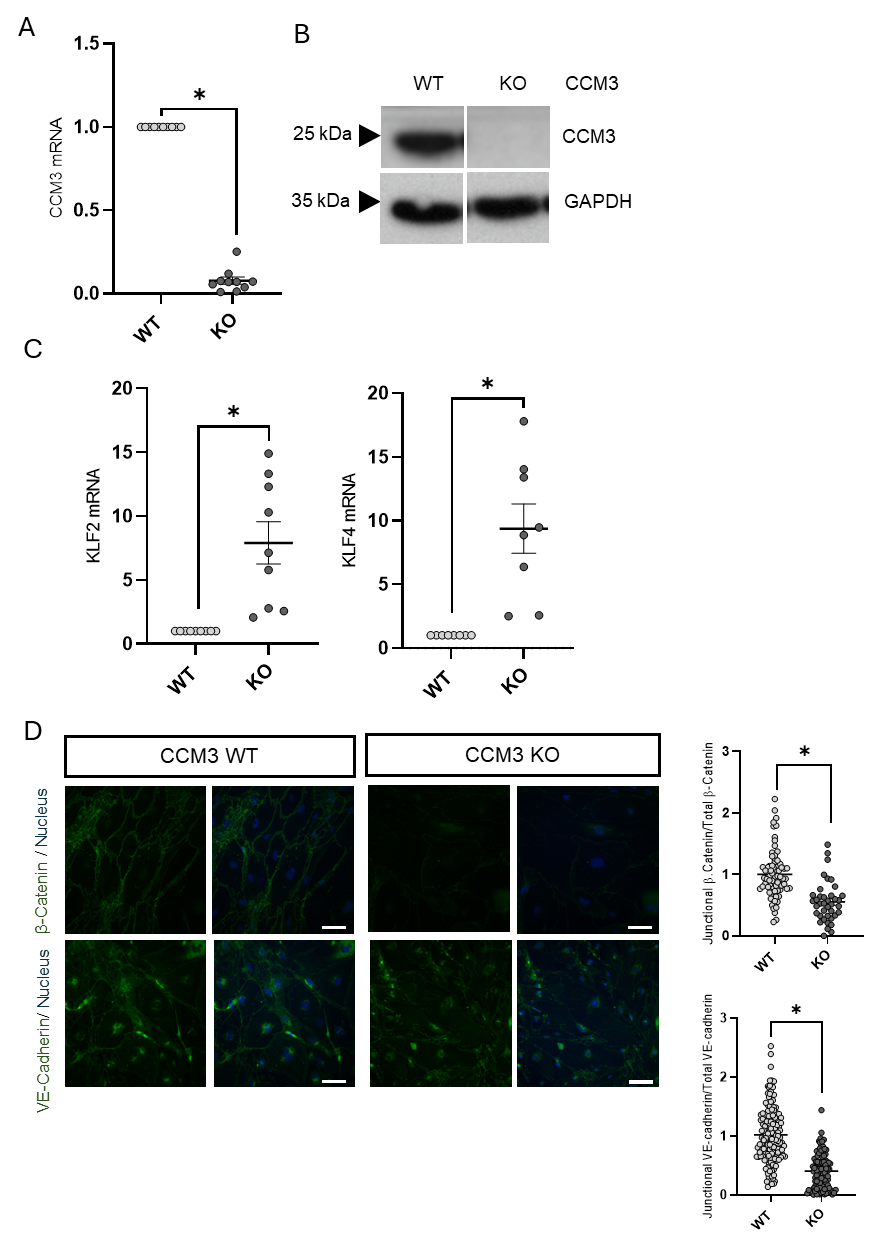
**

**Figure S1.** Loss of *Ccm3* in mBMEC induces *Klf2/4* upregulation and redistribution of β-catenin and VE-cadherin. mBMEC from PDCD10fl/fl cdh5(PAC)-CreERT2 mice were either treated with 4-hydroxytamoxifen to generate *Ccm3* KO cells (KO) or left untreated for *Ccm3* WT cells (WT). **A.** Downregulation of *Ccm3* mRNA in *Ccm3* KO mBMEC. An RT-qPCR was performed on *Ccm3* WT and KO cells of passage 2 and mRNA levels relative to GAPDH mRNA were normalized to those of *Ccm3* WT cells of each preparation. Graph shows the average and SEM of mRNA relative expression and the individual values of 10 independent biological replicates (cell cultures). Each cell culture was obtained from a pool of 3 to 4 brains. P-Value from two-sample, two-tailed Student’s t test. **B**. Downregulation of *Ccm3* in *Ccm3* KO mBMEC. Cells were treated as in A and western blots were performed in *Ccm3* WT and KO cells. Shown is a representative western blot. **C**. Upregulation of *Klf2* and *Klf4* in *Ccm3* KO mBMEC. Cells were treated as in A, and an RT-qPCR for *Klf2* (left graph) and *Klf4* (right graph) was performed from *Ccm3* WT and KO cells. mRNA levels relative to *Gapdh* mRNA were normalized to those of *Ccm3* WT cells of each preparation. Graph shows the average and SEM of mRNA relative expression and the individual values of 9 independent biological replicates (cell cultures) for *Klf2* and 8 replicates for *Klf4*. Each cell culture was obtained from a pool of 3 to 4 brains. P-Value from two-sample, two-tailed Student’s t test. **D**. Redistribution of VE-cadherin and β-catenin in *Ccm3* KO mBMEC. Cells were treated as in A and an immunofluorescence performed for β-catenin or VE-cadherin, counterstaining with DAPI. Left panel: representative photographs of the immunofluorescence with staining for VE-cadherin or β-catenin (green) and DNA (blue). Scale bar is 50 µm. Graphs on right show the ratio of junctional/total β-catenin (upper graph) or VE-cadherin (lower graph) after each treatment, referenced to *Ccm3* WT mBMEC of >50 cells per treatment from 2 independent biological replicates (cell cultures). Each cell culture was obtained from a pool of 3 to 4 brains. P-values are from ANOVA analysis with a Tukey’s multiple comparison test.

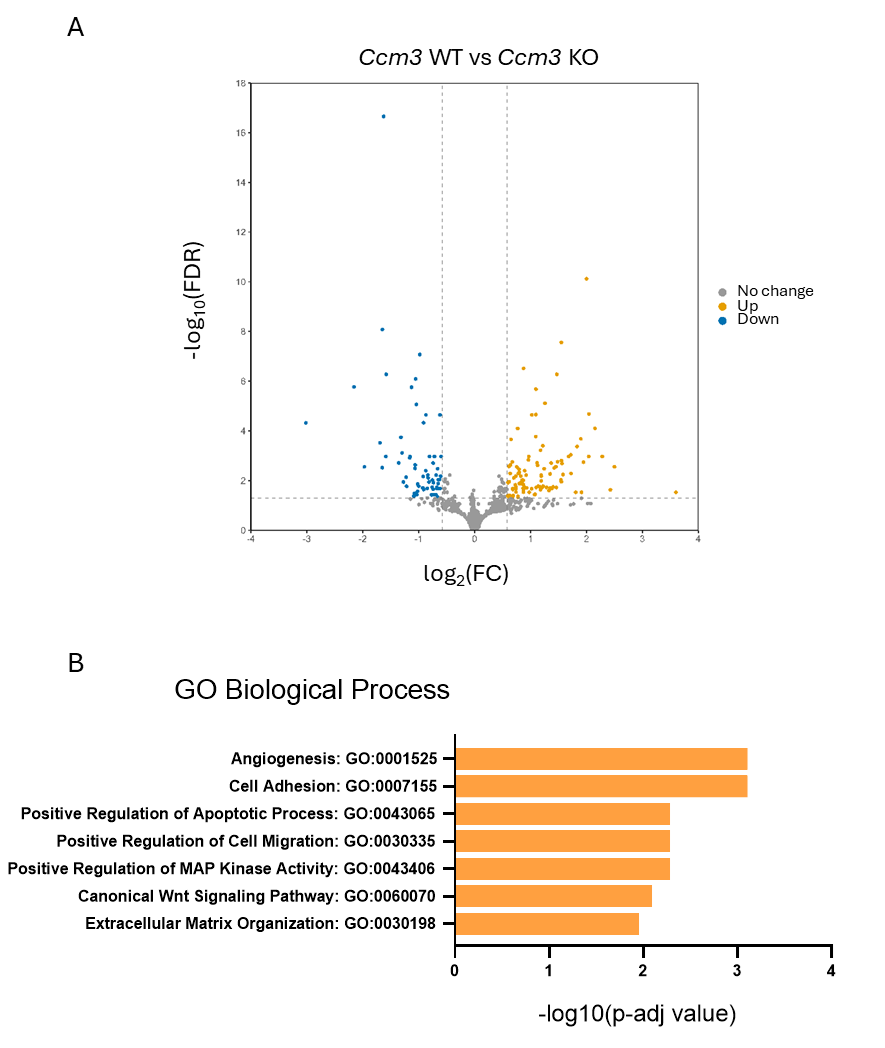

**Figure S2**: **A.** Volcano plot displaying the DEGs between *Ccm3* WT and *Ccm3* KO samples. Genes significantly upregulated or downregulated in KO compared to WT (KO/WT), with FDR < 0.05 and fold change (FC) > 1.5, are shown in yellow (Up) and blue (Down), respectively. Genes not meeting these thresholds are depicted in grey (No change). **B.** Gene ontology analysis of biological process of Ccm3 WT vs KO differentially expressed genes.

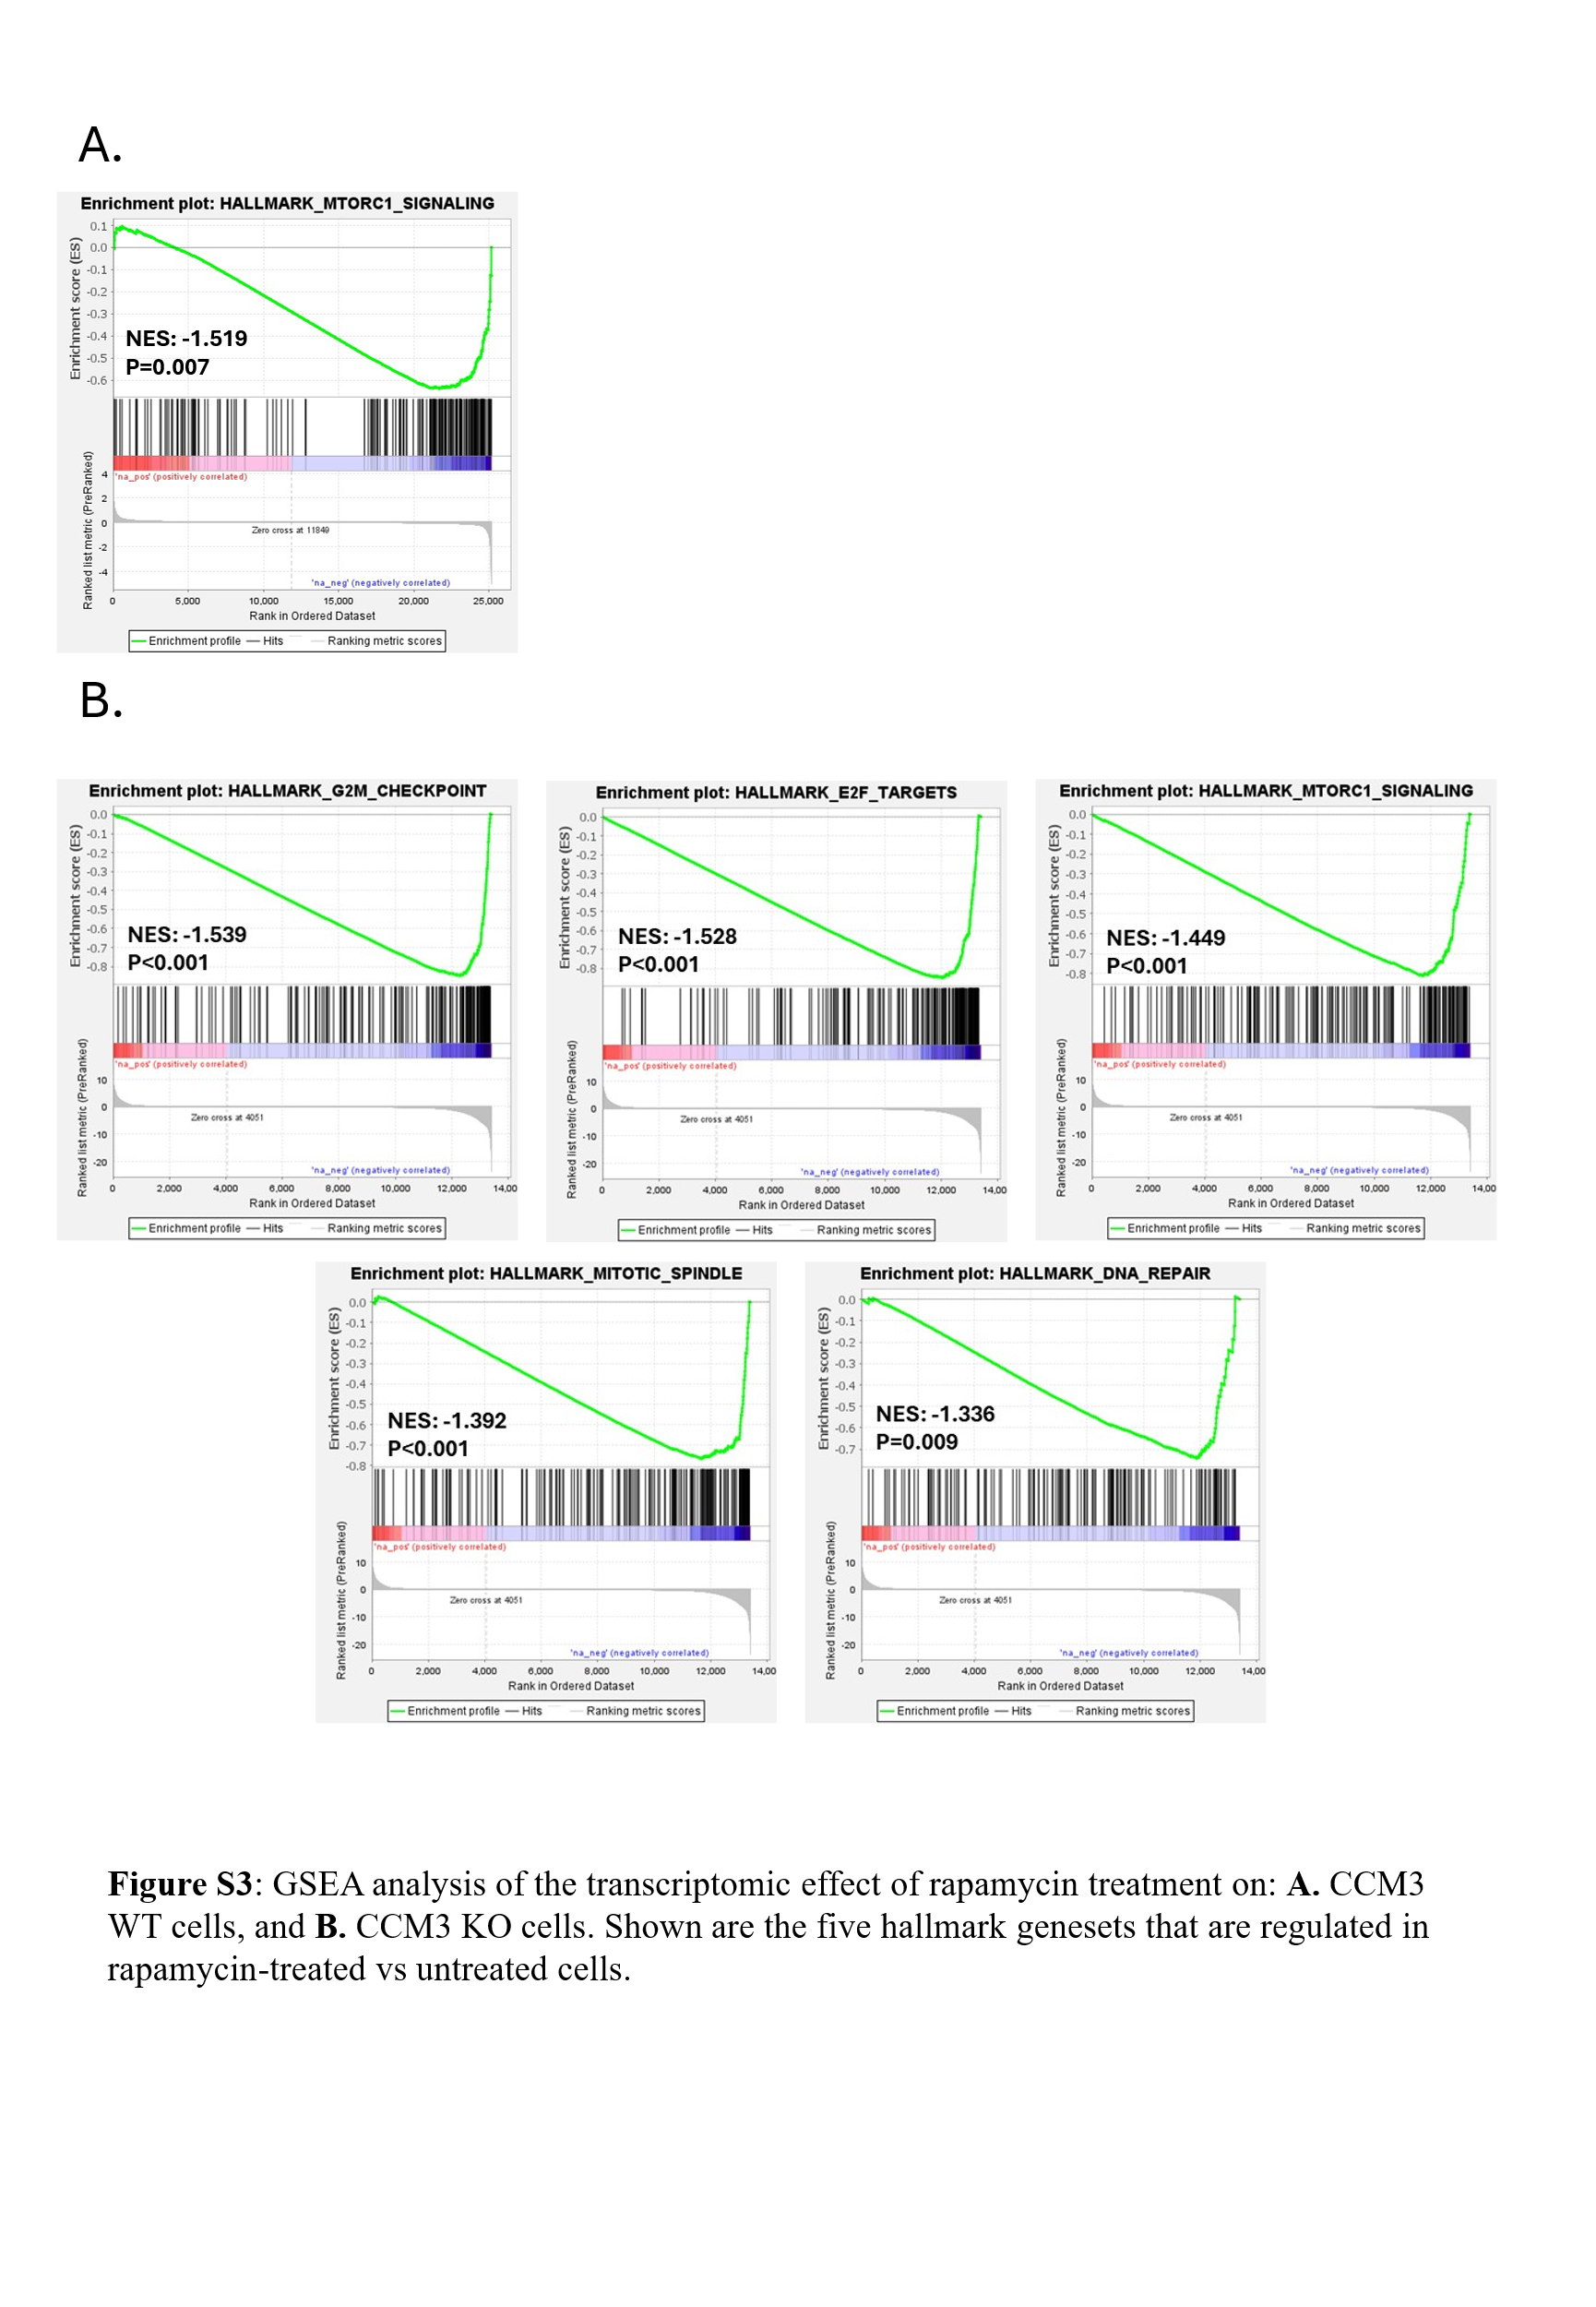

**Figure S3**: GSEA analysis of the transcriptomic effect of rapamycin treatment on: **A.** *Ccm3* WT cells, and **B.** *Ccm3* KO cells. Shown are the hallmark gene sets that are enriched in rapamycin-treated vs untreated cells *Ccm3* KO mBMEC at a nominal p<0.01.

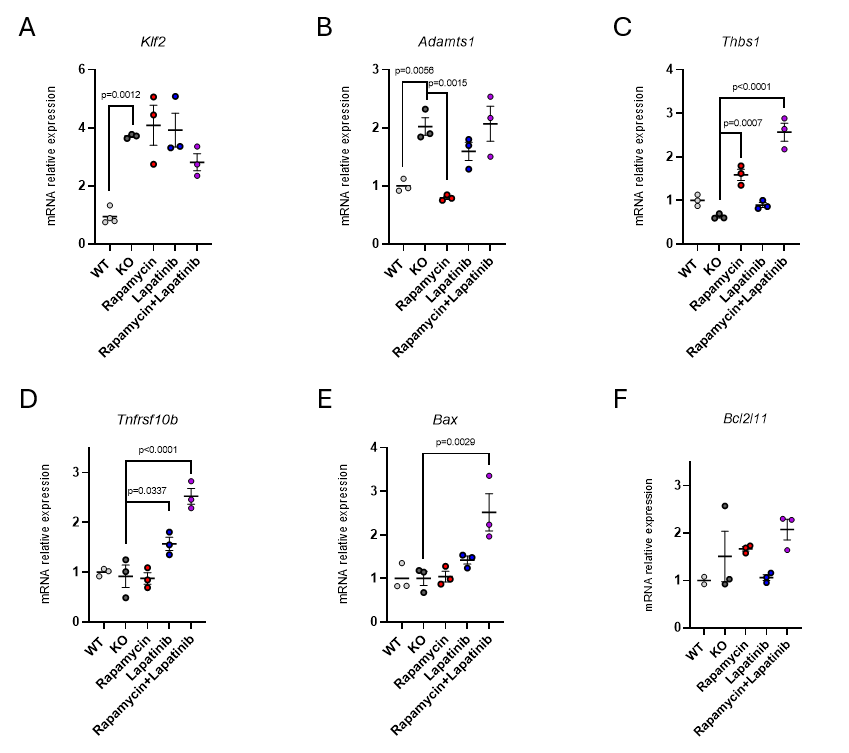

**Figure S4.** Lapatinib induces proapoptotic genes without affecting *Klf2/4*-dependent expression. WT or KO mBMEC were either left untreated or treated with 100 nM rapamycin, 10 μM lapatinib or a combination of both for 24 h. RNA was extracted and RT-qPCR was performed using GAPDH as a reference gene. Each graph shows the average and SEM of mRNA relative expression and the individual values of biological replicates (cell cultures), referenced to the levels of untreated WT mBMEC of the same cell culture. Each cell culture was obtained from a pool of 3 to 4 brains. P-values are from two-way ANOVA analysis with a Tukey’s multiple comparison test. **A.** Expression of *Klf2*. **B.** Expression of *Adamts1*. **C.** Expression of *Thbs1*. **D.** Expression of *Tnfrsf10b.* **E.** Expression of *Bax*. **F.** Expression of *Bcl2l11*.

**Table S1**: Primary antibodies used for immunofluorescence or western blots

| **Antigen** | **Supplier** | **Catalog number** | **Technique** |
| --- | --- | --- | --- |
| VE-cadherin | Abcam | ab205336 | Immunofluorescence |
| b-catenin | BD Biosciences | 610153 | Immunofluorescence |
| GM130 | cell signaling technology | 70767 | Immunofluorescence |
| pS473-AKT | cell signaling technology | 9271 | Western blot |
| AKT | cell signaling technology | 2920 | Western blot |
| CCM3 | Proteintech | 66440 | Western blot |
| eNOS | BD Biosciences | 610297 | Western blot |
| pS1177-eNOS | BD Biosciences | 612393 | Western blot |
| GAPDH | Santa Cruz Biotechnology | sc-47724 | Western blot |
| KLF2 | Proteintech | 23384-1 | Western blot |
| pS371-S6K1 | cell signaling technology | 9208T | Western blot |
| S6K1 | cell signaling technology | 9202S | Western blot |
| Vinculin | Merck Life sciences | V4505 | Western blot |

Table S2: Oligonucleotides used for qPCR

| **Gene** | **Species** | **Forward/reverse** | **Sequence** |
| --- | --- | --- | --- |
| *Gapdh* | Mouse | forward | AGGTCGGTGTGAACGGATTTG |
| *Gapdh* | Mouse | reverse | GGGGTCGTTGATGGCAACA |
| *β-Actin* | Mouse | forward | GTGACGTTGACATCCGTAAAGA |
| *β-Actin* | Mouse | reverse | GCCGGACTCATCGTACTCC |
| *Klf4* | Mouse | forward | GTGCCCCGACTAACCGTTG |
| *Klf4* | Mouse | reverse | GTCGTTGAACTCCTCGGTCT |
| *Klf2* | Mouse | forward | CTCAGCGAGCCTATCTTGCC |
| *Klf2* | Mouse | reverse | CACGTTGTTTAGGTCCTCATCC |
| *Nos3* | Mouse | forward | TGTGACCCTCACCGCTACAA |
| *Nos3* | Mouse | reverse | GCACAATCCAGGCCCAATC |
| *Ccm3* | Mouse | forward | TCACCGAGTCCCTCCTTCG |
| *Ccm3* | Mouse | reverse | GCCCGTGCCTTTTCATTTAGG |
| *Thbs1* | Mouse | forward | CCTGCCAGGGAAGCAACAA |
| *Thbs1* | Mouse | reverse | ACAGTCTATGTAGAGTTGAGCCC |
| *Adamts1* | Mouse | forward | AAGGAAGAAGCGATTTGTGTCC |
| *Adamts1* | Mouse | reverse | CCACCGAGAACAGGGTTAGA |
| *Dll4* | Mouse | forward | TTCCAGGCAACCTTCTCCGA |
| *Dll4* | Mouse | reverse | ACTGCCGCTATTCTTGTCCC |
| *Dll1* | Mouse | forward | GCAGGACCTTCTTTCGCGTAT |
| *Dll1* | Mouse | reverse | AAGGGGAATCGGATGGGGTT |
| *Bcl2l11* | Mouse | forward | CCCGGAGATACGGATTGCAC |
| *Bcl2l11* | Mouse | reverse | GCCTCGCGGTAATCATTTGC |
| *Bax* | Mouse | forward | AGACAGGGGCCTTTTTGCTAC |
| *Bax* | Mouse | reverse | AATTCGCCGGAGACACTCG |
| *Tnfrsf10b* | Mouse | forward | CGGGCAGATCACTACACCC |
| *Tnfrsf10b* | Mouse | reverse | TGTTACTGGAACAAAGACAGCC |

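Table S3 lists 168 genes with the paper's log2 fold changes for KO vs WT, KO+P vs KO and KO+R vs KO cells, 104 of them higher and 64 lower in KO cells. Counted on the paper's own fold changes, 78 genes moved by more than 1.5-fold against the effect of Ccm3 loss with rapamycin and 19 with propranolol. The fold changes were computed again with DESeq2 from the libraries of each comparison. For propranolol, with the 3 KO and 3 KO+P libraries, the root mean square difference from Table S3 was 0.045 on the log2 scale, with a Pearson r of 0.9981 across genes. For rapamycin, with the 3 KO and 3 KO+R libraries, the difference was 0.278 and r was 0.9729.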

Table S3: *Ccm3* KO vs *Ccm3* WT differentially expressed genes. Effect of propranolol (KOP) or Rapamycin (KOR) treatment in *Ccm3* KO cells

How the deposited data were processed for this re-analysis (not part of the article)

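RNA-seq was performed on mouse brain microvascular endothelial cells (mBMEC) with a floxed Ccm3 (Pdcd10) allele, without 4-OHT (WT) or after 4-OHT (KO). The 16 libraries were 3 WT, 2 WT+P, 2 WT+R, 3 KO, 3 KO+P and 3 KO+R, where P is 10 µM propranolol and R is 100 nM rapamycin, each for 24 h. Conditions and replicate numbers were taken from the sample labels and the paper. The RT-qPCR, the images and the mouse experiments of the paper were not analysed here.

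The authors deposited, for each library, an expected count, a TPM value and an effective length per transcript in the format of Salmon. The version of Salmon and its transcript index were not stated in the texts searched, and the paper's methods describe STAR and HTSeq instead. The expected counts deposited by the authors were not normalized between libraries. The authors' effective lengths, which correct transcript length for fragment size, were used only as an offset in an alternative. The lists of 140789 transcripts were identical in all files, 139544 of them (99.12%) were named in the GENCODE annotation of GRCm39, and the rest, with 0.39 to 0.57% of the counts, were left out. No column of values per sample lacked a sample, so 0 columns were left unused. Counts were summed over the 54193 genes and rounded to whole numbers.

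Depth ranged from 18.83 to 26.2 M counts per library. The WT+P libraries held 21.38 and 25.0 M and the WT+R libraries 23.63 and 24.02 M. TMM factors ranged from 0.934 to 1.041. Genes with few counts were removed with edgeR's filterByExpr, which left 14838 of the 27228 genes with any count. The biological coefficient of variation was 32.3%, and 19% with the replicate block, so variation between cultures and not counting error set the precision for all but the lowest genes.

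All groups were fitted in a single edgeR quasi-likelihood model with 10 residual degrees of freedom, and comparisons were contrasts of it. They were KO vs WT, KO+P vs KO, KO+R vs KO, WT+P vs WT, WT+R vs WT and the interaction of each drug with the genotype. Genes were called at a Benjamini-Hochberg adjusted p-value under 0.05 and a fold change above 1.5, and interactions at the adjusted p-value alone. The levels printed are CPM normalized with TMM. Principal components used log2 CPM with a prior count of 2. Single values of 3 against 3 libraries were compared with two-sided exact permutation tests, which cannot give a p-value under 0.1. The tests and the main alternatives were chosen before the data were examined, and the text says where a setting was chosen later.

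Libraries with the same replicate number were checked for pairing. Their deviations from the group means correlated at 0.19 to 0.62 for KO and WT, 0.31 to 0.58 for KO+P and KO, 0.41 to 0.62 for KO+R and KO, 0.49 to 0.56 for WT+P and WT, and 0.6 to 0.69 for WT+R and WT libraries. Over all 36 pairs with the same number the median was 0.52, against −0.23 over the 70 pairs with different numbers. The numbers thus paired the libraries. For the RNA-seq libraries, neither the paper nor the labels state this pairing, which comes from the values. For its RT-qPCR, the paper sets each value against untreated WT cells from the same culture. The model without the block stayed the main one, as chosen before, and the model with the replicate number as a block had 8 residual degrees of freedom.

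The genes named were those the paper names in its RNA-seq or RT-qPCR results, and for each comparison up to 5 called genes with the largest rise and 5 with the largest fall among genes with a mean of at least 1 CPM and no overlap between the groups. For each drug the 5 genes of Table S3 with the largest reversal, and for each interaction the 5 genes with the smallest p-value, also fell under this rule. Aars1, Gja1, Acta2, the other genes named for a list or a set and the genes beside each other in the genome were named after their values were seen. Genes with exons overlapping another gene were treated as uncertain, since the libraries carry no strand. Intervals for counting error were not given, because replicates were available, except for Duox2, which had 4 counts or fewer with rapamycin. Its interval is the exact Clopper-Pearson one for the share of the treated libraries in the summed counts, at a level of 95%.

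Sets of genes were tested with limma's camera, with fry and with camera at an estimated correlation. The lists written by hand were endothelial, mural, fibroblast, astrocyte, microglia and macrophage, oligodendrocyte and neuron markers, cholesterol synthesis, glycolysis, and targets of ATF4, of YAP and of BMP and SMAD signalling, and immediate early genes. The S phase and G2/M lists of Seurat, whose human symbols were matched to mouse by capitalisation, made up the 15 lists. A list of X and Y genes (Xist and Y genes) was used only to describe the cultures. The Reactome sets shipped with fgsea gave 838 sets. Gene Ontology and MSigDB Hallmark sets were not used here. Values of a few single genes of these lists are not reported here.

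The counts of reversed genes were set beside 50 simulations of treated libraries with no change, and 50 with no effect of genotype or drug and genes chosen anew. The code was tested on simulated data in which 200 of 14837 genes differed between KO and WT. The model without block called 119 of them (59.5%) with 0 false calls, the model with block 156 (78%) with 9 false calls, and DESeq2 145 (72.5%) with 3 false calls. At a 2-fold change the model without block recovered 33.7% and at a 4-fold change 78.9%, against 59.3 and 92.1% with the block. The alternatives were another normalization, other filters on low counts, DESeq2, an offset for effective length, the replicate block, only the libraries of the comparison, no minimum fold change, a test against the minimum fold change, and leaving out each library in turn.

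The software was R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, apeglm 1.24.0, fgsea 1.28.0 and Seurat 5.3.0, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.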

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

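The test of whether cholesterol synthesis rose in a single culture was chosen after its result was seen, as was the test of whether the rapamycin effect was limited to KO cells. DESeq2 with the replicate block was added after the data were examined. The set tests and the interactions with edgeR were chosen before.

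Lists of genes differed in their response to rapamycin between WT and KO cells. In the interaction, camera gave adjusted p-values of 3.42e-06 for the BMP and SMAD target genes (median difference 0.54 on the log2 scale), 0.00937 for endothelial markers (0.35), 0.0307 for immediate early genes (−0.25), 0.00946 for S phase (−0.35) and 0.00962 for G2/M genes (−0.45). Over the Reactome sets, 28 were called, 22 higher and 6 lower in KO cells. With the replicate block 25 were higher and 28 lower. For propranolol, the interaction was called for endothelial markers (adjusted p = 0.0363, median 0.15) and for immediate early, S phase and G2/M genes (adjusted p = 0.000106 for each, medians −0.6, −0.54 and −0.62), and for 142 Reactome sets, 83 higher and 59 lower. The replicate block gave 91 higher and 129 lower sets.

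These calls rest on the preset correlation of camera. With fry or an estimated correlation, 0 of the 15 lists and 0 of the 838 Reactome sets were called in either interaction, against 82 (rapamycin) and 253 (propranolol) Reactome sets with an unadjusted p-value under 0.05 from camera. Of the lists, 0 had an unadjusted p-value under 0.05 from fry, and 1 (rapamycin) and 0 (propranolol) with an estimated correlation. With the replicate block, camera called 3 lists for rapamycin and 2 for propranolol, the cell cycle lists among them both times. The third for rapamycin was the BMP and SMAD target list (adjusted p = 2.29e-05 from camera). Endothelial markers and immediate early genes were no longer called, with adjusted p-values of 0.158 and 0.392 for rapamycin. For propranolol these were 0.319 and 0.0719. The genes of such a list vary together between cultures, and the WT+P and WT+R groups had 2 libraries each, so a difference in growth between single cultures could give the same calls. With edgeR, without or with the replicate block, 0 genes passed an adjusted p-value of 0.05 in either interaction, with 113 genes for rapamycin and 107 for propranolol at an unadjusted p-value under 0.05 without the block. DESeq2 called 1 gene for rapamycin, Gm45140 (adjusted p = 0.0168), named after its values were seen, which had 0 counts in 7 of the 16 libraries. DESeq2 with the replicate block called 18 genes for rapamycin and 12 for propranolol, of which 10 and 9 did not pass the filter on low counts used with edgeR. Id3 (log2 difference 1.47, adjusted p = 5.82e-05) and Lhx6 (−1.69, adjusted p = 0.000563) were among the 18. So was Cyp26b1 (−3.95, adjusted p = 0.000543 from DESeq2 with the block), whose interaction edgeR did not call. Over the alternatives in which it was tested, the adjusted p-value of Id3 was otherwise between 0.2 and 1 and that of Lhx6 between 0.452 and 1. A difference between the genotypes in the drug response stays open as the biological explanation.

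Rapamycin also changed genes in WT cells, a comparison for which the paper's RNA-seq results report gene sets but no single genes. The paper measured single genes in such cells by RT-qPCR. Here 207 genes were called, 96 higher and 111 lower, and 677 with the replicate block. Of these 207, 127 were also called in KO cells, each in the same direction, and 415 with the replicate block, of which 414 went the same way. The count ran from 81 (without WT replicate 3) to 140 (without WT replicate 2) when each WT library was left out in turn. The genes that rose most were Ripor2, Cyp26b1, Ptprz1, Icam1 and Pim1, and Duox2, Epor, Ppef1, Dpp4 and Dlgap3 were among those that fell most. Within cultures, Cyp26b1 rose by 4.57 and 2.4 on the log2 scale in WT cells and changed by 0.57, −0.59 and 0.2 in KO cells. Duox2 had 39 to 137 counts in the WT libraries and 2 in each WT+R library (adjusted p = 0.0175 from edgeR), a ratio of 0.0245 with an exact 95% interval of 0.00662 to 0.0634 for counting error alone. Between 10.3 and 42.6% of the exonic bases of Icam1, Pim1 and Epor overlap another gene. The 59 genes of Table S3 that moved by more than 1.5-fold against the KO direction in WT cells argue against an effect limited to KO cells. Of the 64 genes reversed in KO cells, 51 moved by more than 1.5-fold the same way in WT cells. Depth did not set the groups apart, with medians of 23.82 M counts in both. That rapamycin acts alike in both genotypes is a hypothesis that these libraries leave open.

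Propranolol raised the 18 genes of cholesterol synthesis in KO cells by a median of 1 on the log2 scale, with 18 of 18 genes higher (adjusted p = 1.91e-35 from camera, 0.00142 from fry, 0.0105 with an estimated correlation), and in WT cells by 1.18 (5.19e-39, 0.00157 and 0.0069). The paper does not report this. A single culture as the source is excluded, since the lowest median over the cultures was 0.88. The Reactome set of cholesterol biosynthesis gave medians of 0.89 and 0.84 and was called by fry (adjusted p = 0.0248 and 0.0277). The libraries do not tell whether the response belongs to the receptors of propranolol or to another property of the drug, and no test of this was made.

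The 17 target genes of ATF4 rose with propranolol by a median of 2.06 in KO cells, with 17 of 17 genes higher (adjusted p = 8.57e-27 from camera, 0.0311 from fry, 0.0502 with an estimated correlation). In WT cells the median was 1.74, with 16 of 17 higher (1.25e-23, 0.059 and 0.0746). The size differed between cultures, with medians of 3, 1.82 and 0.65 in KO replicates 1, 2 and 3 and of 2.74 and 0.64 in WT replicates 1 and 2. No technical or biological explanation was tested for it.

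Rapamycin raised the list of 12 YAP target genes (adjusted p = 6.41e-07 in KO and 3.74e-07 in WT cells from camera) and the list of 7 BMP and SMAD target genes (2.47e-35 and 6.63e-18), both of which the paper does not discuss. The calls of both lists held under fry and with an estimated correlation, which argues against the preset correlation as their cause. Both lists were lower in KO than in WT cells, with medians of −0.53 for YAP and −0.69 for BMP and SMAD targets (adjusted p = 5.33e-05 and 1.81e-06 from camera, 0.0193 and 0.0264 from fry). With the replicate block and an estimated correlation these had an adjusted p-value of 0.0929 each. Whether rapamycin acts on BMP or YAP signalling itself was not tested.

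No group held 4 or more libraries, so single libraries were not tested against their group.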

How the results depend on the processing

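Settings with DESeq2 and the replicate block together, the block without the library labelled WT replicate 1, and DESeq2 on 2 groups with other kinds of shrinkage were chosen after the data were examined, and the other settings before. Unless a value shows it, the cause of a change was not tested.

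The counts of called genes depended most on the model. Without block and with edgeR, 1 gene was called for KO vs WT, 1 for KO+P vs KO, 224 for KO+R vs KO, 1 for WT+P vs WT and 207 for WT+R vs WT. DESeq2 on all 16 libraries called 62, 157, 468, 117 and 548, and the replicate block called 27, 21, 739, 12 and 677. DESeq2 with the replicate block called 389, 924, 1111, 154 and 970. For KO vs WT, the block without the library labelled WT replicate 1 called 66, and DESeq2 on the untreated libraries alone with apeglm called 172. The same test called 198 or 200 without shrinkage, 171 or 173 with apeglm, 167 or 168 with ashr and 158 with normal shrinkage, depending on the filter. Genes called with rapamycin in both genotypes numbered 127, and 415 with the block, of which 414 went the same way. Counts at an unadjusted p-value under 0.05 rose with the block as well, from 900 to 2047 for KO vs WT, from 1870 to 3716 for KO+P vs KO, from 1862 to 3414 for KO+R vs KO and from 113 to 287 and 107 to 422 for the interactions of rapamycin and propranolol. The biological coefficient of variation fell from 32.3% to 19% with the block as the block takes up the differences between cultures.

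Without a filter on low counts, edgeR called 5 genes for KO vs WT, 52 for KO+P vs KO and 36 for WT+P vs WT. With at least 10 counts in every library it called 2, 4 and 0, the last because Exosc6 has 0 counts in some libraries. The offset for effective length gave 2 for KO vs WT and 2 for WT+P vs WT. Tested against a fold change of 1.5, 0 genes were called for KO vs WT, 18 for KO+R vs KO and 24 for WT+R vs WT. With only the libraries of the comparison in the model, the counts were 0 for KO vs WT, KO+P vs KO and WT+P vs WT and 8 for WT+R vs WT, while that for KO+R vs KO rose to 277. In the model of all libraries, 900, 1870 and 1464 genes had an unadjusted p-value under 0.05 in the comparisons with 0. For the interaction of rapamycin with genotype, where edgeR called 0, DESeq2 called 1 gene, and 18 with the replicate block. For that of propranolol these counts were 0 and 12.

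Leaving out each library in turn gave 0 to 2 genes for KO vs WT (2 without KO replicate 1), 1 to 332 for KO+P vs KO (332 without KO+P replicate 3), 51 to 87 for KO+R vs KO (51 without KO replicate 3), 0 to 0 for WT+P vs WT and 81 to 140 for WT+R vs WT (81 without WT replicate 3). No call was made where a group was left with a single library.

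The number of Table S3 genes reversed by rapamycin, 64, fell to 14 with an adjusted p-value under 0.05 and to 1 over the genes called here, which was 1 gene, and ranged from 47 (without KO+R replicate 1) to 78 (without KO+R replicate 3). For propranolol, 18 became 0 with the adjusted p-value (8 at an unadjusted p-value under 0.05, and 13 with the replicate block) and 0 over the genes called here, and ranged from 9 (without KO+P replicate 1) to 50 (without KO+P replicate 3). The number of Table S3 genes called was 1, and 50 with DESeq2, 15 with the replicate block, 2 with at least 10 counts and 0 with only the untreated libraries.

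The share of the PC1 distance recovered by rapamycin, 15.9%, was 195.3% on the gene called here and 90.8% on the 500 genes of largest variance. It ranged from −10.6% (without KO replicate 3) to 39.4% (without KO+R replicate 3). For propranolol, −23.6% became −3.2% on the gene called here, −4.9% with scaled genes and 152% on the 500 genes, and ranged from −41.9% (without KO replicate 3) to −13.7% (without KO replicate 1). The 500 genes were chosen by variance and not by the KO and WT difference, so their shares need not measure its recovery. The clustering put 1 KO+P library with the KO libraries at 3 branches, and 3 with the gene called here.

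Set tests depended on the correlation between genes. Of the 15 lists, camera called 7 for KO vs WT, 7 for KO+P vs KO, 7 for KO+R vs KO, 8 for WT+P vs WT, 7 for WT+R vs WT, and 5 and 4 for the interactions of rapamycin and propranolol. With an estimated correlation these were 3, 1, 2, 1, 2, 0 and 0, with fry 3, 2, 2, 1, 2, 0 and 0, and with the replicate block 3 and 2 for the interactions. Of the 838 Reactome sets camera called 15, 118, 59, 13, 34, 28 and 142 in the same order. With an estimated correlation these were 0 in each of the 7 comparisons, and with fry 0, 2, 8, 3, 6, 0 and 0, while 121, 235, 139, 76, 104, 82 and 253 had an unadjusted p-value under 0.05 from camera. The replicate block gave 68 for KO vs WT, 97 for KO+R vs KO, 53 and 220 for the interactions with camera, and 65 for KO+R vs KO and 11 for WT+R vs WT with fry, and 9 sets were called for KO vs WT with only the untreated libraries.

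Signs turned for genes with changes near 0. Thbs1 with propranolol in KO cells ranged from −0.24 to 0.01 on the log2 scale (0.01 without KO+P replicate 2), and its rapamycin interaction from −0.18 to 0.29, when a library was left out. Klf4 with rapamycin was −0.02 with the replicate block, 0 with DESeq2 and the block, and −0.16 to 0.3 with a library left out. Klf2 with rapamycin was 0 with DESeq2, with RLE size factors and with at least 10 counts, 0.01 with only the libraries of the comparison, and −0.14 to 0.12 with a library left out.

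Over 69 results of named genes and 1001 comparisons with other settings, 849 kept their direction and side of the threshold, 91 became weaker, 35 stronger, 9 moved and 17 reversed. Over 45 results of lists, 103 of 180 comparisons kept the call and 77 became weaker. Apart from the results given here and beside the claims, the replicate block moved no other count of called genes or sets by over 1.5 times and changed no other call of a list or of a gene in a comparison for which the text gives its value. Whether depth set the counts without a filter was not tested.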

Differences from the paper's values

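Settings with shrinkage other than the one planned, DESeq2 with the replicate block, and the replicate block without the library labelled WT replicate 1 were chosen after the values were seen.

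The paper's number of genes changed between KO and WT cells is 168, and edgeR called 1 here. Of 16 alternatives set before the data were examined, DESeq2 on the untreated libraries with apeglm shrinkage came within 1.5 times of the paper's number, with 172 genes, 103 higher and 69 lower, 157 of them in Table S3. The other 15 did not close the gap, among them DESeq2 on all 16 libraries with 62 genes and the replicate block with 27. Chosen after seeing the values, the same DESeq2 test gave 198 or 200 genes without shrinkage, 171 or 173 with apeglm, 158 with normal shrinkage, and 167 or 168 with ashr, of which 152 were in Table S3. DESeq2 with the replicate block, also chosen after seeing the values, gave 389 genes.

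The paper's log2 fold change of Pdcd10 between KO and WT cells is −1.072 in Table S3, and the value here was −1.56. Of 14 alternatives set before the data were examined, the offset for effective length (−0.87) and the fit without WT replicate 3 (−1.08) came within the error, and 12 did not. Pdcd10 is among the paper's changed genes. It was not called by edgeR without block, and DESeq2 called it on all 16 libraries (adjusted p = 0.0247). DESeq2 on the untreated libraries gave an adjusted p of 0.0196, with a shrunken fold change of −0.04 that failed the minimum. Chosen after seeing the values, edgeR with the replicate block and without the library labelled WT replicate 1 called it (−2.02, adjusted p = 0.0142), and so did DESeq2 with the replicate block (−1.52, adjusted p = 0.00612).

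For Adamts1 with rapamycin in KO cells, the paper's log2 fold change is −1.814, against −1.45 here. Of 13 alternatives set before the data were examined, the fits without KO replicate 2 (−1.57) and without KO+R replicate 3 (−1.8) came within the error, and 11 did not.

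For Klf4 with rapamycin in KO cells, the paper's value is −0.175, and the value here was 0.01, with the opposite sign and a standard error of 0.41. Of 13 alternatives set before the data were examined, 8 kept the opposite sign. The 5 that did not were the replicate block (−0.02), the offset for effective length (0), and the fits without KO replicate 1 (−0.13), KO+R replicate 2 (−0.09) and KO+R replicate 3 (−0.16). The values differ by less than the standard error, so the sign of this fold change is not determined here. Of these alternatives, the fit without KO+R replicate 3 lay nearest the paper's value, as it did for Adamts1. Over all 168 genes, the rapamycin fold changes of Table S3 were also closest to those of DESeq2 without that library. The root mean square difference was 0.053, against 0.278 with all 6 libraries.

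Other genes of Table S3 that the paper calls and edgeR without block does not include Thbs1, Adamts1 and Klf4 for KO vs WT. The replicate block called Thbs1 (adjusted p = 0.0473), and 15 genes of Table S3 in all. DESeq2 on all 16 libraries called 50 of them. The lowest adjusted p-values over the alternatives set before the data were examined were 9.61e-06 for Thbs1, 0.0282 for Adamts1 and 0.0157 for Klf4, each with DESeq2 on the untreated libraries. Chosen after seeing the values, DESeq2 with the replicate block called Thbs1 (7.9e-07), Adamts1 (0.0435) and Klf4 (0.00227), and the block without the library labelled WT replicate 1 called Thbs1 (0.02).

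The paper states that the Hallmark analysis found no set raised by rapamycin. The sets used here differ, and of these the BMP and SMAD target list rose by 1.72 in KO and 1.68 in WT cells, and 25 and 27 Reactome sets were higher by camera. The paper states that sets related to proliferation fell in KO cells, and that the change in WT cells was not statistically significant. Here the S phase and G2/M lists were lower in WT cells as well by camera (adjusted p = 0.0133 and 0.00655), and by fry in neither genotype. Fry with the replicate block called both lists in KO cells (adjusted p = 0.0265 and 0.033) and not in WT cells (0.234 for both).

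The paper's text gives 79 genes reversed by rapamycin, and 78 were counted on the fold changes of its Table S3. The 64 genes counted here lay within 1.5 times of it, and the fit without KO+R replicate 3 gave 78.

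The paper describes KO+P cells as clustering with KO cells in Figure 2A. Here 1 of the 3 KO+P libraries did so at 3 branches and all 3 at 2 branches.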

Other observations

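The comparison of the real groups with other splits of the libraries and the simulations of unchanged treated libraries were chosen before the data were examined. The simulation with genes chosen anew, DESeq2 with the replicate block and the tests on Table S3, KO and WT libraries given a drug, cultures left out of the choice of genes, reversed genes in WT cells, Pdcd10 and its library, sex, neighbouring genes and Exosc6 were chosen only after the result was seen.

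For each of KO vs WT, KO+P vs KO and KO+R vs KO, 1 of the 10 splits of the 6 libraries into 3 and 3 gave as many called genes, the real one. The other splits gave 0 genes at most, without and with the replicate block. Among the 4 splits that part all 3 pairs of equal replicate number, only the real one reached its count. With 10 splits the share cannot fall under 0.1, so the splits alone do not exclude chance. For rapamycin, the 127 genes called in both genotypes from separate libraries, all in the same direction, argue against chance. For propranolol, the 1 gene called in KO cells, Exosc6, was also the 1 gene called in WT cells. For KO vs WT, libraries that had no part in choosing the genes were used. Between KO and WT libraries given the same drug in the same culture, the genes of Table S3 went the way of the untreated libraries in 94.6, 97.6, 95.8 and 97.6% of 168 genes over the 4 pairs. Genes chosen on a pair of cultures went the same way in the culture left out of the choice in 91.6, 81 and 93% of 523, 735 and 316 genes. Chance differences between the untreated libraries would leave no common direction in the culture left out. Those values thus argue against chance for genes chosen in this way, as a set. The treated pairs come from cultures 1 and 2, whose untreated libraries helped choose Table S3. A difference between the dishes of a culture that arose before the drugs could carry over into them. These pairs thus argue only against chance differences confined to the untreated libraries. Neither test bears on single genes, and genes of one dish vary together.

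In WT cells, rapamycin moved 59 of the 168 genes of Table S3 by more than 1.5-fold against the KO direction and 19 along it. The log2 fold changes of rapamycin in KO and in WT cells correlated with a Pearson r of 0.89 (Spearman rho 0.86) over the 168 genes and 0.56 over all tested genes, across genes that are not independent replicates. These comparisons share no library, and unchanged treated libraries gave r between −0.26 and 0.27. An effect of rapamycin limited to KO cells would leave the WT cells without such a shift, so the 59 genes argue against it. In the simulation with no effect of genotype or drug, choosing genes on the same KO libraries gave 67 to 93 reversed genes in KO cells, against 64 observed. The same choice on the WT libraries gives an excess along the KO direction in WT cells (70 to 92 genes, against 2 to 9 in the other direction), and the observed excess of 59 over 19 went the other way, which argues against selection as the whole cause for rapamycin. A candidate explanation is that rapamycin moves these genes in either genotype. How much selection adds to the count of 64 stays open, because that simulation has no effect of genotype. Genes chosen on a pair of cultures mostly kept their direction in the culture left out, so its range need not apply to these libraries.

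For propranolol, the 18 genes against the KO direction lay above unchanged treated libraries (0 to 8) and below the simulation with genes chosen anew (62 to 98). Of these 18 genes, 17 moved the same way in WT cells, where the comparison uses none of the KO libraries and choosing genes on the WT libraries gives the opposite direction. Over the 168 genes, the log2 fold changes of propranolol in KO and in WT cells correlated with a Pearson r of 0.88 (Spearman rho 0.84), against −0.17 to 0.22 with unchanged treated libraries and −0.68 to −0.22 with genes chosen anew. This argues against selection on the shared KO libraries as the whole cause, and how much selection adds to the count of 18 stays open. In WT cells propranolol moved 18 genes against and 51 along the KO direction.

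The rapamycin column of Table S3 lay closer to the fold changes without KO+R replicate 3 than to those of all 6 libraries. The root mean square difference was 0.053 without that library, with r 0.9989 and 77 reversed genes, against 0.278 with all 6 libraries and 62 reversed genes. The next closest, without KO replicate 1, was 0.22. For propranolol, all 6 libraries gave 0.045. This is consistent with a calculation by the authors that left out KO+R replicate 3. The paper states 3 replicates in all cases and gives no reason for leaving out a library.

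The library labelled WT replicate 1 had Pdcd10 1.76 lower on the log2 scale than the other libraries without 4-OHT. Of 200 genes of like abundance, 0.5% were as low or lower in it, and their median was 0, which argues against low depth or RNA content. Among the libraries with 4-OHT the highest level of Pdcd10 was 16.7 CPM, under the 27.7 CPM of the lowest other library without it, so no partner for an exchange was out of place. The WT+P and WT+R libraries of culture 1 had 60.8 and 52 CPM, which argues against loss of the allele in the whole culture before the drugs were given. A KO library under a wrong label was tested on genes chosen without culture 1, those with a mean of at least 1 CPM that differed by more than 1.5-fold in the same direction between KO and WT in cultures 2 and 3. Of these 523 genes, 91.6% differed the same way between KO replicate 1 and this library, with a median of 0.6 on the log2 scale (81 and 93% with culture 2 or 3 left out of the choice instead). A KO library would show no direction, so this argues against such a label. Recombination in that dish stays open. If these genes followed the loss of Pdcd10 alone, a dish that lost it as the KO dishes did would show no direction either. Genes that follow 4-OHT would keep their direction, and 4-OHT went with the genotype label in every library. The test thus cannot separate these cases. If recombination occurred, Pdcd10 fell as far as with 4-OHT, at 11.5 CPM against 7.83 to 16.7 CPM in the libraries with 4-OHT. This library enters each KO vs WT value given here, except those stated to leave it out.

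Differences between cultures exceeded those between groups. PC1 of all genes held 31.7% of the variance, of which 87.4% went with the replicate number and 10% with the group, while PC2 held 18.5%, with 3.1% and 82.4%. Xist was between 69.2 and 175 CPM and Y genes were at 0 in the libraries of culture 1, while in culture 2 Ddx3y was between 80.4 and 92.3 CPM and Xist at most at 0.228 CPM. In culture 3 both were present, with Ddx3y between 41.9 and 47.9 CPM and Xist between 55.9 and 63.3 CPM. The cultures thus differed in the sex of the mice. Of the 1764 genes over 2-fold apart between cultures 1 and 2, 4.1% lie on X or Y, against 3.2% of all tested genes. Sex can act on autosomal genes as well, and each sex had a single culture, so sex and any other difference between the cultures cannot be told apart.

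Of the Table S3 genes, 13 lie within 50 kb of another one, against a median of 6 over 10000 random lists, of which 2.55% had as many. Of the 8 neighbouring pairs, 4 share exonic bases (Gm41442 with Apod, Zswim1 with Spata25, Ccn1 with Gm17501, and Gbp9 with Gbp4) and 4 share none (Spata25 with Neurl2, Neurl2 with Pltp, Rtl8c with Rtl8a, and Rtl8a with Rtl8b). Shared reads and common regulation cannot be told apart here, because reads were not analysed here and paralogs were not separated.

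Exosc6 had 0 counts in the 5 propranolol libraries and 222 to 682 in the other 11. It was at least 134.9-fold lower in WT+P than in WT cells. Its single exon lies on chromosome 8 of GRCm39 from 111782971 to 111784296, inside an exon of Aars1 on the same strand. Aars1 was between 197.2 and 417.1 CPM with propranolol and between 119.6 and 164.8 CPM without. Aars1 rose by more than Exosc6 lost in each propranolol library (52.3 to 280 against 9.9 to 25.3 CPM), so its rise does not tell whether it took up the reads of Exosc6. Reads assigned to Aars1 and a true fall of Exosc6 cannot be told apart, because 100% of the exonic bases of Exosc6 lie in an exon of Aars1 and reads were not analysed here. The transcript lists of the 16 libraries were identical, and Exosc6 was the 1 transcript with 0 counts in all 5 propranolol libraries and counts above 0 in each of the other 11, which argues against another transcript index for them.

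The paper measured further genes by RT-qPCR in other preparations. In the RNA-seq libraries, rapamycin in KO cells gave log2 fold changes of −0.8 for Nos3 (adjusted p = 0.568 from edgeR), −0.01 for Klf2 (0.996), −0.24 for Pdcd10 (0.884), −0.11 for Bax (0.894) and −0.77 for Egfr (0.776). Bcl2l11 had −1.23 (0.446, and 0.00129 with the replicate block) and Tnfrsf10b −0.43 (0.211, and 0.0121 with the replicate block). Between KO and WT cells, Klf2 had 1.25 (0.561), Klf4 1.47 (0.486) and Nos3 0.83 (0.961). DESeq2 on the untreated libraries alone called Klf4 in this comparison (adjusted p = 0.0157) and neither Klf2 (0.056) nor Nos3 (0.106). Fitted with the replicate block, DESeq2 called Klf4 (0.00227) and Klf2 (0.0303) between KO and WT cells and not Nos3 (0.117), and called Nos3 (−0.83, adjusted p = 0.046) and Bcl2l11 (−1.19, 3.84e-10) with rapamycin in KO cells and not Klf2 (0.996). In WT cells, Adamts1 had −2.02 (0.0264) and Thbs1 1.17 (0.0309) with rapamycin, and the interactions were 0.57 and 0.02 (adjusted p = 1 for both from edgeR).

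Other lists were called by camera and not by fry between KO and WT cells, namely cholesterol synthesis (median 0.33, adjusted p = 4.41e-06), immediate early genes (0.3, 0.00427), S phase (0.44, 4.02e-05) and G2/M (0.61, 3.11e-05). Glycolysis (−0.51, 2.19e-09) was called by fry too (0.033), and with an estimated correlation (0.0403, and 0.119 with the replicate block). With propranolol in KO cells, S phase and G2/M had medians of −0.95 and −1.04, immediate early genes 0.65, endothelial markers −0.38 and BMP and SMAD targets −0.61, and fry called none of these 5. With the replicate block, fry called S phase (adjusted p = 0.0323) and G2/M (0.0392). With propranolol in WT cells, camera called immediate early genes (1.27, 3.77e-14), endothelial markers (−0.53, 8.73e-08), glycolysis (−0.35, 0.01), BMP and SMAD targets (−0.61, 0.00964), S phase (−0.4, 0.0123) and G2/M (−0.34, 0.00973), and fry called none of these. The replicate block added YAP targets in this comparison (0.0313 from camera). With rapamycin in WT cells, camera called immediate early genes (0.24, 0.0231), and fry did not.

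The lists of markers of other cell types had low medians, while single genes such as Acta2 reached higher levels. The median of the endothelial list was between 487 and 1170 CPM, with Cdh5 between 2450 and 5190 CPM. The highest median in any library was 0.208 CPM for astrocytes (Gja1 31.3 to 102 CPM), 5.73 for fibroblasts (Col1a1 0.625 to 113), 0.144 for microglia and macrophages (Cd68 1.16 to 25.6), 1.05 for mural cells (Acta2 22 to 618), 0.308 for neurons (Stmn2 9.66 to 89.5) and 0.0747 for oligodendrocytes. Of the listed genes, 3 astrocyte, 5 fibroblast, 3 microglia and macrophage, 7 mural and 3 neuron genes passed the filter on low counts. Camera called the microglia and macrophage list lower with rapamycin in KO cells (median −1.55, adjusted p = 0.0177), on 3 genes, and fry did not (0.0574, and 0.000527 with the replicate block). The mural, fibroblast, astrocyte and neuron lists were not called by camera in any of the 7 comparisons, the lowest adjusted p-value being 0.0782 for astrocytes between KO and WT cells, which became 0.0439 with the replicate block. With the block, fry also called astrocyte markers in KO+R against KO cells (0.036) and microglia and macrophage markers in WT+R against WT cells (0.00266).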
